# Energy Metabolism during Anchorage-Independence. Induction by Osteopontin-c

**DOI:** 10.1371/journal.pone.0105675

**Published:** 2014-08-26

**Authors:** Zhanquan Shi, Bo Wang, Tafadzwa Chihanga, Michael A. Kennedy, Georg F. Weber

## Abstract

The detachment of epithelial cells, but not cancer cells, causes anoikis due to reduced energy production. Invasive tumor cells generate three splice variants of the metastasis gene osteopontin, the shortest of which (osteopontin-c) supports anchorage-independence. Osteopontin-c signaling upregulates three interdependent pathways of the energy metabolism. Glutathione, glutamine and glutamate support the hexose monophosphate shunt and glycolysis and can feed into the tricarboxylic acid cycle, leading to mitochondrial ATP production. Activation of the glycerol phosphate shuttle also supports the mitochondrial respiratory chain. Drawing substrates from glutamine and glycolysis, the elevated creatine may be synthesized from serine via glycine and supports the energy metabolism by increasing the formation of ATP. Metabolic probing with N-acetyl-L-cysteine, L-glutamate, or glycerol identified differential regulation of the pathway components, with mitochondrial activity being redox dependent and the creatine pathway depending on glutamine. The multiple skewed components in the cellular metabolism synergize in a flow toward two mechanisms of ATP generation, via creatine and the respiratory chain. It is consistent with a stimulation of the energy metabolism that supports anti-anoikis. Our findings imply a coalescence in cancer cells between osteopontin-a, which increases the cellular glucose levels, and osteopontin-c, which utilizes this glucose to generate energy.

## Introduction

Anchorage independence is an essential characteristic of metastasizing cells. While untransformed non-hematopoietic cells undergo programmed cell death (anoikis) consecutive to losing contact with their substratum, cancer cells can survive in the circulation for extended periods of time. In fact, the major limiting factor in the process of metastasis formation is the death of the tumor cells before their implantation in the target organs [1]–[3]. Therefore, anchorage independent survival may be more critical to the process of cancer metastasis than organ-specific homing. The molecular mechanisms underlying anchorage independence are poorly understood. The cytokine osteopontin may act as a metastasis gene, particularly through its splice variant osteopontin-c, which has a deletion of exon 4. Osteopontin-c is uniquely expressed in breast cancers, but not in normal breasts [4]. It very effectively supports anchorage independent survival and expansion [5].

Osteopontin-c, but not osteopontin-a, signals through the activation of oxidoreductase gene expression [5] associated with the mitochondrial respiratory chain (NDUFV1, NDUFS4, NDUFS7, NDUFS8, NDUFA9, NDUFB9, Cytochrome c Oxidase), the hexose monophosphate shunt (PGDH) or the regulation of the hexose monophosphate shunt (GPX-4) [5]–[7]. The oxidoreductase induction may lead to the generation of reactive oxygen intermediates in the tumor cells. In fact, it has been reported that escape from anoikis can be mediated through the production of reactive oxygen species, which cause the oxidation and activation of the tyrosine kinase SRC [8], resulting in the transduction of a survival signal.

The detachment of mammary epithelial cells leads to ATP deficiency, owing in part to the loss of glucose transport. Hence, reduced energy production is a feature of anoikis that needs to be overcome in cancer progression [9]. Consistently, increased cancer invasiveness under detached conditions is associated with higher mitochondrial activity, elevated ATP production, pyruvate uptake, and oxygen consumption [10]. We have found that osteopontin-a increases the glucose levels in deadherent breast tumor cells [11], which may provide the biochemical fuel for ATP generation. In conjunction with the observation (referenced above) that osteopontin-c induces oxidoreductases associated with the energy metabolism [5], we investigate the hypothesis that osteopontin-c supports the anchorage independence of cancer cells by upregulating their energy metabolism via redox signaling.

## Materials and Methods

### Reagents, cell lines, DNA constructs and transfection

Poly(2-hydroxyethyl methacrylate) (Poly-HEMA), N-acetyl-L-cysteine (NAC), glutathione (GSH), H_2_O_2_, and mannitol came from Sigma-Aldrich. MCF-7 cells and their transfectants were grown in alpha-MEM with insulin and 10% fetal bovine serum. MCF-7 cells stably transfected with osteopontin-a, osteopontin-c, or vector control have been previously described [5]. ZR-75 cells were grown in RPMI-1640 medium with 10% fetal bovine serum. They were stably transfected with osteopontin-c or vector control in pCR3.1 (selected in G418). The construct for expression of catalase targeted to the mitochondria was obtained from DR. J.A. Melendez [12]. MCF-7 cells were transfected with the FuGENE reagent (Roche) and stable clones were selected in zeocin.

### Immunoblot assay

For the analysis of secreted osteopontin, serum-free cell culture supernatant was collected from each transfectant. 40 µl of supernatant per sample were electrophoresed on 10% SDS-polyacrylamide mini-gels with non-reducing sample buffer. For the analysis of intracellular osteopontin, the cells were lysed in RIPA buffer (50 mM Tris-HCl pH 7.5, 150 mM NaCl, 1% NP-40, 0.5% Na-deoxycholate, 0.1% sodium dodecyl sulfate). Cell lysates at equal amounts of protein (20 µg/lane) were electrophoresed on reducing 10% SDS-polyacrylamide gels. The separated proteins were transferred to PVDF membranes and probed with antibody O-17 (Assay Designs Inc.) to osteopontin. The expression levels of all transfected genes were confirmed every time after cell thawing and initiation of culture.

### Analysis of growth rates

For the investigation of cell growth rates, each cell line was plated at 5000 cells/well in 24-well plates. Daily, five wells per group were harvested by trypsinization and the cell numbers were determined in a Coulter™ Z-Series Counter. At each time point, the cell numbers from the five wells of the various groups of transfectants were analyzed for statistically significant differences by the Wilcoxon-Mann-Whitney test and the t-test, accepting a probability of error of less than 5%.

### Soft agar colony formation

1×10^5^ cells per 60-mm dish were plated in triplicates with a top layer of 0.3% agar (BACTO Agar, Difco, Detroit, MI) and a bottom layer of 0.5% agar (both in alpha-MEM). Every other day, 0.4 ml of medium was supplemented and the plates were examined microscopically for growth. After one week, photographs were taken at high and low magnification and the surface area of all clones in five fields was measured with the imaging software Metamorph (http://www.moleculardevices.com/products/software/meta-imaging-series/metamorph.html).

### Deadhesion in poly-HEMA

To assess the osteopontin splice variant-induced protection from cell death or cell cycle arrest through deadhesion, we plated cells on 0.4 µg/mm^2^ poly-HEMA for 2 days [13], [14]. We then harvested them for gene expression analysis by RNASeq or metabonomic analysis by NMR.

### Metabonomic analysis

We plated MCF-7 transfectants of osteopontin-c, osteopontin-a and vector on poly-HEMA. The cells were harvested (because of deadhesion no trypsin was needed), spun, and the pellet was frozen. Extraction for metabonomics analysis was done as described [17]. NMR spectra were binned buckets with a manual pattern (after removal of regions subject to imperfect water suppression). Total intensity normalization was applied after binning. Initially, unsupervised principal component analysis (PCA) was performed without considering the class information. Statistical significance analysis of the loadings data was performed using Amix (Bruker Biospin, Billerica, MA) based on a published procedure [15], [16], except that a Kruskal-Wallis test was used instead of the Mann-Whitney U test for non-parametric analysis of datasets that were not normally distributed. The bucketing parameters are identical to those used for PCA. This approach has been previously successfully applied to identify changes in lactate, pyruvate, and related metabolites in cancer cells [17].

### ATP assay

6-well dishes were coated with poly-HEMA. MCF-7 transfected cells with vector, osteopontin-a, osteopontin-c, or osteopontin-a plus osteopontin-c were seeded at 4×10^5^ cells per well in complete medium and stayed for two days under standard culture condition. The cells were harvested and homogenized in 100 µl assay buffer, and the ATP levels were measured by a colorimetric assay following the protocol of ATP assay kit (Abcam).

### RNASeq

The Ovation RNA-Seq system (NuGen) was used to initiate amplification at both 3′ end as well as randomly throughout the transcriptome in the sample. 100 ng of total RNA with RIN<5.0, was converted into a library of template molecules suitable for subsequent cluster generation and sequencing by Illumina HiSeq. Total RNA was reverse transcribed and converted to double stranded cDNA with a unique DNA/RNA heteroduplex at one end. Nugen's Ribo-SPIA technology was used for isothermal amplification resulting in the rapid generation of cDNA with a sequence complementary to the original mRNA. The cDNA was then double stranded, fragmented to 200 bp using Covaris S2, and a sequencing library generated using Illumina's TruSeq DNA Sample Prep Kit V2 according to standard protocols. The cDNA library was enriched by a limited number of 10 PCR cycles, validated using an Agilent 2100 Bioanalyzer, and quantitated using the Quant-iT dsDNA HS Kit (Invitrogen). Two individually indexed cDNA libraries were pooled and sequenced on Illumina HiSeq to get a minimum of 90 million reads. Libraries were clustered onto a flow cell using Illumina's TruSeq SR Cluster Kit v2.5 and sequenced 50 cycles using TruSeq SBS Kit -HS on HiSeq. The obtained sequence reads were aligned to the genome by using the standard Illumina sequence analysis pipeline.

### Microarray analysis and RT-PCR confirmation

MCF-7 cells were plated in soft agar, in the presence or absence of hydrogen peroxide. After 7 days of soft agar growth, the clone sizes were measured and RNA was extracted with 2 ml TriReagent LS. Following linear amplification and fluorescence labeling, the samples were subjected to microarray analysis as described [5] (see also http://microarray.uc.edu) using the human 70-mer oligonucleotide library version 2.0 (21,329 optimized oligos) (Qiagen, Alameda, CA) printed on aminosilane-coated slides (Cel Associates, Inc., Pearland, TX). The data representing background-subtracted spot intensities were analyzed after log-transformation and data centering. Statistical significance of differential expression was assessed according to p-values, and adjusting for multiple hypotheses testing by calculating False Discovery Rates (FDR). Estimates of fold-change were calculated, and the cutoff used for significance was a fold change of >2, an intensity of >100, and an FDR<0.05. Significantly changed transcripts were tested against functional assignments with Database for Annotation, Visualization and Integrated Discovery (DAVID). Fisher's Exact Probability, using the Benjamini FDR adjustment, was calculated for each gene category.

The microarray results were validated by real-time PCR [18], which was conducted using a Cepheid Smart Cycler and a SYBR Green detection format. Oligo-dT primed first strand cDNA was synthesized using Invitrogen SuperScript according to the manufacturer's protocol. The PCR reaction contained 0.5× SYBR Green (Roche Diagnostics), MgCl_2_ and primer concentration were optimized for each gene. A 40 cycles PCR protocol consisted of 94°C melting for 15 s, specific annealing for 30 s, and 20 s extension at 72°C. Melt curves yielded a single peak in all cases with no primer dimers. A no-template control was included in all reactions. The levels of β-Actin were used to normalize for equal amounts of RNA.

### Human tumor analysis

The experiments were performed under IRB approval (24-1-29-1, exemption 4) from the Institutional Review Board Medical Center at the University of Cincinnati. Real-time reverse transcription-PCR was done on cDNA from 22 human breast cancer tissues [4]. Primers were designed using Primer3 (http://biotools.umassmed.edu/bioapps/primer3_www.cgi) and constituted NDUFV1 forward 5′-GACTCCCTGTGGGAGATCAG-3′ and reverse 5′-CGAAAGTGGCGGATCAGA-3′ (product size 167 bp), NDUFS7 forward 5′-TGCCCGTGGACATCTACATC-3′ and reverse 5′-CTCCCGCTTGATCTTCCTCT-3′ (product size 152 bp), GPX4 forward 5′-CTTCCCGTGTAACCAGTTCG-3′ and reverse 5′-CGGCGAACTCTTTGATCTCT-3′ (product size 125 bp), PGDH forward 5′-TCTCAATTATGGTGGCATCG-3′ and reverse 5′-GGTTTCGATCAAATGCATCC-3′ (product size 155 bp). The amplification started with 95°C for 1 min, proceeded through 40 cycles of 95°C for 15 sec, 53°C for 30 sec, 68°C for 30 sec, and concluded in 68°C for 5 min, 4°C hold.

Pearson's product moment correlational analysis was applied to assess the correlation between breast tissue osteopontin-c and specific oxidoreductases. Pearson's correlation is a parametric test which assesses the linear association between two continuous variables. Values of the correlation coefficient can range between −1 and 1, with a correlation of 0 representing no correlation between a pair of variables. A coefficient of −1 represents a perfect indirect (negative) correlation. A coefficient of 1 represents a perfect direct (positive) correlation. According to the standard set by Cohen, the guidelines for interpretation of the strength of magnitude for a correlation coefficient are: small  =  absolute value of correlation coefficient between 0.10 and 0.29, medium  =  between 0.30 and 0.49, and large  =  between 0.50 and 1.0.

## Results

### Peroxide signaling supports anchorage independence

Osteopontin exerts strong effects on the redox status of various cells and it prevents programmed cell death in response to diverse stimuli [6], [19], [20]. Based on these observations, we had previously hypothesized that the induction of oxidoreductases by osteopontin-c reflects an anti-oxidant mechanism that protects the cells from anoikis in soft agar [5]. However, in apparent conflict with this notion, there are literature reports indicating that peroxide signaling induces anchorage independence [21]–[24], and that hydrogen peroxide is important in metastasis [25], [26]. We corroborated that reactive oxygen species do support the soft agar colony formation by MCF-7 cells (Supplement S1).

### Osteopontin-c and peroxide signaling converge on common intermediates

Because osteopontin-c and hydrogen peroxide both induce anchorage-independent colony formation, we reasoned that they likely converge on a final common pathway that is also critical for cancer metastasis. To identify common mechanisms between osteopontin-c induced and hydrogen peroxide induced soft agar clone formation, we evaluated the microarray data from soft agar clones of MCF-7 cells either treated with hydrogen peroxide (compared to untreated controls) or transfected with osteopontin-c (compared to vector transfectants) and asked whether any of the oxidoreductases induced by osteopontin-c were also significantly upregulated by hydrogen peroxide. Five genes were identified (Figure 1A). Specifically, we found that GPX-4 is upregulated by both stimuli. We further investigated the GPX-4 RNA levels induced by osteopontin-c using real-time RT-PCR. Transfected osteopontin-c induces the expression of this gene in soft agar as well as in cells grown on plastic dishes. Adding supernatant from MCF-7 OPNc cells (but not supernatant from MCF-7 pCR3.1 cells) was sufficient to cause some induction of GPX-4 expression in MCF-7 cells (Figure 1B). The previously obtained microarray results [5] were confirmed by real-time RT-PCR of four target genes (Supplement S2).

**Figure 1:**
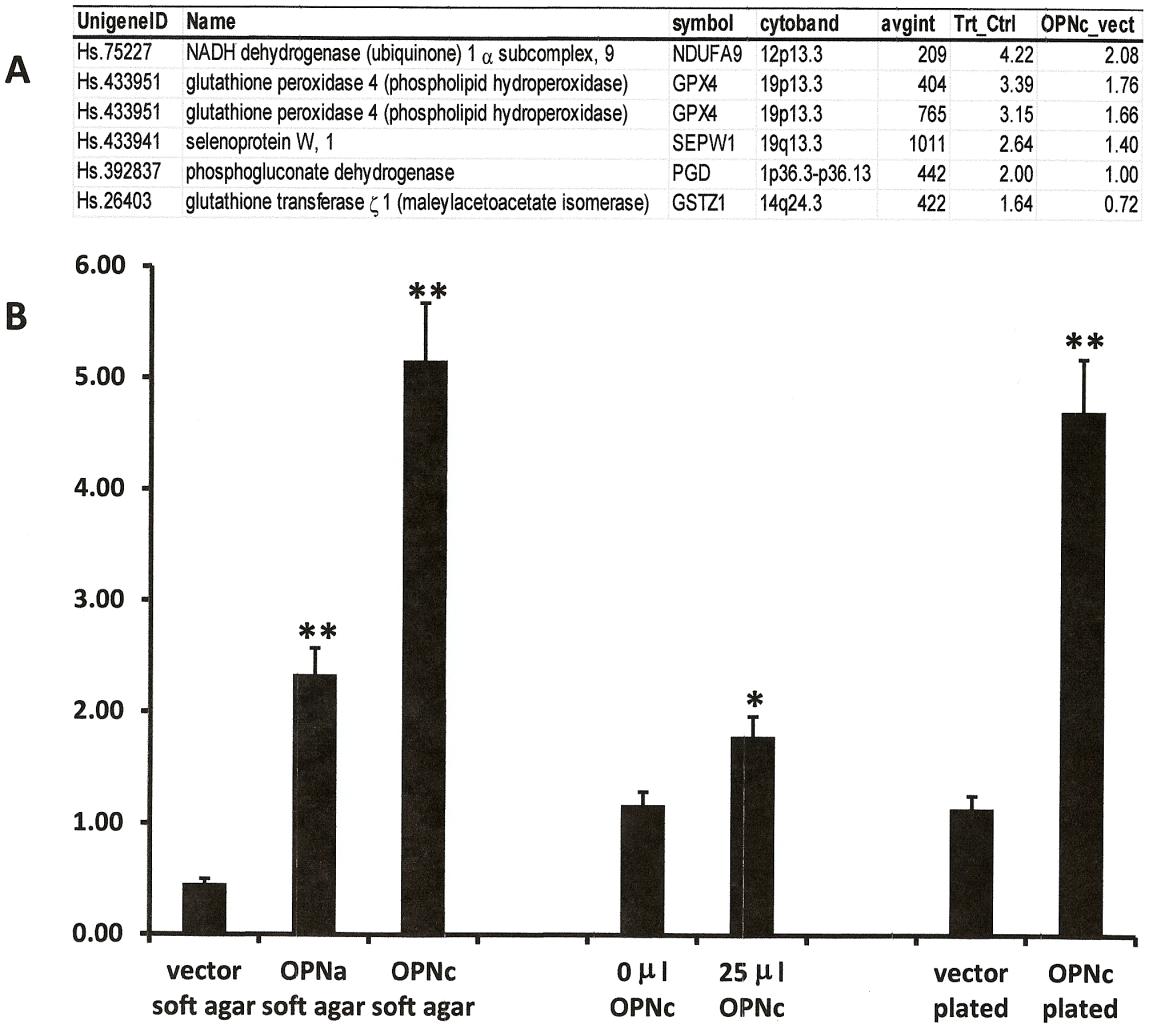
Peroxide signaling is activated by osteopontin-c. A) Oxidoreductase genes commonly induced by osteopontin-c and hydrogen peroxide in soft agar. Microarray analysis after MCF-7 cells had been grown in soft agar for 7 days with or without treatment with hydrogen peroxide. The results are compared to oxidoreductase genes induced by osteopontin-c. T,Trt  =  treated with hydrogen peroxide; C, Ctrl  =  untreated MCF-7 cells; p  =  p-value; avgint  =  average intensity. Note that GPX-4 was represented twice on the array. **B**) Induction of GPX-4 mRNA by osteopontin-c. RNA was extracted from transfected MCF-7 cells after 7 days of soft agar clone formation, from MCF-7 cells plated on plastic dishes and treated with supernatant from MCF-7 OPNc cells, or from transfected MCF-7 cells grown in plastic dishes. GPX-4 mRNA levels were measured compared to actin. MDA-MB-435 cells served as a reference and the relative abundance was calculated [18]. * indicates p<0.05, ** indicates p<0.01 compared to the matching control (in soft agar, the significant difference between MCF-7 OPNa and MCF-7 OPNc is also p<0.01).

As cells cannot be cleanly extracted from soft agar, we used plating on poly-HEMA as an alternative assay for anchorage-independence. 

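SPP1 (gene ID 6696), the gene of osteopontin, was close to silent in MCF-7 vector and abundant in both osteopontin transfectants, as the sample labels require. It was counted at 0.796 ± 0.218 CPM (counts scaled to a library of 1e+06; SD, n = 3 libraries) in MCF-7 vector, at 752 ± 96.1 CPM (SD, n = 3) in MCF-7 OPNa and at 317 ± 112 CPM (SD, n = 3) in MCF-7 OPNc. The 3 libraries had 0.574, 1.01 and 0.805 CPM in MCF-7 vector, 817, 798 and 642 CPM in MCF-7 OPNa, and 251, 254 and 446 CPM in MCF-7 OPNc. The log2 fold change of SPP1 against vector was 9.87 in MCF-7 OPNa (standard error 0.45, adjusted p = 7.4e-06 from edgeR's quasi-likelihood test) and 8.62 in MCF-7 OPNc (standard error 0.46, adjusted p = 1.6e-05 from the same test). SPP1 was lower in MCF-7 OPNc than in MCF-7 OPNa, with a log2 fold change of -1.25 (standard error 0.24, adjusted p = 0.011 from the same test). Counts per gene do not tell the splice variants of osteopontin apart. MCF-7 is a human breast cancer cell line, and poly-HEMA is a polymer coating to which cells cannot adhere. Cells stably transfected with vector, osteopontin-a or osteopontin-c were kept on this coating for 2 days, at 0.4 µg per square millimetre in the paper and 0.4 mg per square millimetre in the sample labels. Total RNA was amplified with the NuGen Ovation system, which primes cDNA at the 3′ end and at random along transcripts, and was sequenced as single reads on an Illumina HiSeq. The paper gives the RNA integrity number as under 5.0. The paper states a minimum of 90 M reads for libraries pooled in pairs. The deposited table holds whole-number read counts for 23668 genes, and the values given here rest on those counts. Their total was 31114734 to 36220728 per library in MCF-7 vector (median 35739428), 30795489 to 35416042 in MCF-7 OPNa (median 34496116) and 21112227 to 22633280 in MCF-7 OPNc (median 21718286). The submitters' processing notes list CASAVA 1.8, TopHat and DESeq, and the program that counted reads per gene is not given in the sources used here. Library sizes were scaled by TMM, genes with too few counts for a test were left out by edgeR's filter, and 16028 genes were tested in one model of all 9 libraries with Benjamini-Hochberg adjustment. Neither the paper nor the labels say whether the 3 libraries of a transfectant came from separate cultures, so the p-values measure the spread between these libraries, which may be technical. Genes with near-identical copies share reads, among them HBA1 and HBA2, HBG1 and HBG2, DEFA1 and DEFA1B, and NXF2 and NXF2B. The counts within such a pair are therefore not separate measurements, and their split is uncertain. DEFA1 and DEFA1B had the same count in each of the 9 libraries, and so had NXF2 and NXF2B, as when the same reads are counted for both genes.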

We first confirmed by RNASeq the equivalence of poly-HEMA culture (GEO accession number GSE55193) to soft agar culture [5]. Expectedly, gene ontology analysis revealed the upregulation of numerous redox regulators by osteopontin-c (compared to vector-transfected MCF-7 cells) (Table 1, Supplement S3), but not by osteopontin-a (not shown), confirming that the metabolic effects are comparable to those in soft agar.

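Hemoglobin genes, whose products carry oxygen in red blood cells, rose in MCF-7 OPNc, and HBB had the largest log2 fold change against vector of all the redox genes tested. HBB (gene ID 3043), which encodes beta globin, was counted at 130 ± 17.7 CPM (SD, n = 3) in MCF-7 OPNc, against 0.26 ± 0.132 CPM (SD, n = 3) in MCF-7 vector and 0.444 ± 0.329 CPM (SD, n = 3) in MCF-7 OPNa. Its log2 fold change was 8.98 against vector (standard error 0.27, adjusted p = 1.3e-07 from edgeR's quasi-likelihood test) and 8.18 against MCF-7 OPNa (standard error 0.25, adjusted p = 3.0e-06 from the same test). Between MCF-7 OPNa and vector, HBB had a log2 fold change of 0.80 (standard error 0.82, adjusted p = 0.49 from the same test). Without MCF-7 OPNa replicate 3, the log2 fold change of HBB was 8.96 against MCF-7 OPNa, and 0.01 for MCF-7 OPNa against vector. The alpha globin genes HBA1 (gene ID 3039) and HBA2 (gene ID 3040) rose by log2 fold changes of 5.26 and 5.41 against vector, to 70.3 ± 7.82 and 71.7 ± 9.04 CPM (SD, n = 3). HBD, which encodes delta globin, was at 7.68 ± 1.07 CPM (SD, n = 3) in MCF-7 OPNc, and at 0.0203 CPM in MCF-7 vector and 0.0108 CPM in MCF-7 OPNa. The fetal globin genes HBG1 and HBG2 had no count in vector or MCF-7 OPNa, and were at least 23.4-fold and 28.2-fold higher in MCF-7 OPNc than a floor of 3 counts over the vector libraries, a bound that covers counting error only. Myoglobin, encoded by MB, was at 44.7 ± 3.62 CPM in MCF-7 vector, 42.1 ± 0.809 CPM in MCF-7 OPNa and 43.0 ± 1.42 CPM in MCF-7 OPNc (SD, n = 3 each), a log2 fold change between MCF-7 OPNc and vector of -0.05 (adjusted p = 0.46 from edgeR). Of 9 tested genes of hemoglobins and oxygen carriers, 6 were higher in MCF-7 OPNc than in vector and 1 was lower, with the same numbers when adjusted over the list alone (adjusted p = 3.0e-12 from edgeR's camera test, and adjusted p = 0.101 with an estimated correlation). The 6 include the pairs HBA1 with HBA2 and HBG1 with HBG2, which share reads. They are thus fewer than 6 separate measurements, which the camera test at its preset correlation does not take into account. The lower gene was HPX, which encodes the heme scavenger hemopexin, with a log2 fold change of -0.55 (standard error 0.19, adjusted p = 0.031 from edgeR). The adjusted p of HPX was 0.0913 without vector replicate 1, 0.0648 without vector replicate 2, 0.0894 without MCF-7 OPNc replicate 1, 0.083 without MCF-7 OPNc replicate 3, 0.106 in DESeq2, 0.0527 with the replicate number as a block and 0.0500 without replicate 3 of both MCF-7 OPNa and MCF-7 OPNc. In MCF-7 OPNa, 0 of the 9 genes were higher than in vector and 1 was lower (0 and 1 when adjusted over the list alone, camera adjusted p = 0.74), and in MCF-7 OPNc 6 were higher and 0 lower than in MCF-7 OPNa (6 and 0 when adjusted over the list alone). Without vector replicate 2, 2 of the 9 were lower in MCF-7 OPNa. The other redox genes were grouped in 5 lists, of peroxidases, glutathione enzymes, thioredoxin, superoxide and NRF2 target genes, nitric oxide synthesis, and NADPH oxidases. Over these 5 lists, 26 of 102 tested genes were higher and 35 lower in MCF-7 OPNc than in vector, beside 20.2% higher and 20.1% lower among all genes tested. In MCF-7 OPNa, 23 of the 102 were higher and 19 lower than in vector, and between MCF-7 OPNc and MCF-7 OPNa 17 were higher and 26 lower, against 16 and 17 without MCF-7 OPNc replicate 1 and 14 and 16 without MCF-7 OPNc replicate 2. The shares among all genes tested were 18.4% higher and 19.6% lower for MCF-7 OPNa against vector, and 15.6% and 14.9% for MCF-7 OPNc against MCF-7 OPNa. None of the 5 lists was raised as a whole by edgeR's camera test in any of the 3 comparisons, where an unadjusted p under 0.05 gave 0 raised lists for MCF-7 OPNc against vector, 0 for MCF-7 OPNa against vector and 1, the NADPH oxidases, for MCF-7 OPNc against MCF-7 OPNa. Of 9 tested leukocyte genes, 5 were higher and 1 lower in MCF-7 OPNc than in vector (5 and 1 when adjusted over the list alone, camera adjusted p = 3.1e-04, and adjusted p = 0.251 with an estimated correlation), and 2 were higher and 1 lower in MCF-7 OPNa (2 and 1 when adjusted over the list alone, camera adjusted p = 0.74). PTPRC, which encodes the white blood cell antigen CD45, was at 2.22 ± 0.517 CPM in MCF-7 OPNc and at 0.0546 CPM in vector, where only replicate 2 had counts (log2 fold change 5.15, and 9.02 without it), and LAPTM5, a lysosomal protein of blood cells, at 2.94 ± 0.559 CPM in MCF-7 OPNc, 0.885 ± 0.331 CPM in MCF-7 OPNa and 0.356 ± 0.0854 CPM in vector (SD, n = 3 each). LAPTM5 rose in MCF-7 OPNa too, by a log2 fold change of 1.29 (standard error 0.32, adjusted p = 0.0043 from edgeR), where the hemoglobin genes did not pass the test for a rise. RNA of blood cells is a candidate source of the hemoglobin and leukocyte counts in MCF-7 OPNc, and an effect of osteopontin-c on them was not tested. The lower leukocyte gene was CD68, a lysosomal protein of macrophages, with a log2 fold change of -0.30 (adjusted p = 0.011 from edgeR), and with an adjusted p of 0.0638 without MCF-7 OPNc replicate 1 and 0.0622 without MCF-7 OPNc replicate 2. Of the lists fixed as signs of RNA quality, replication-dependent histone, ribosomal protein and immediate early genes were lower in MCF-7 OPNc than in vector (camera adjusted p = 9.4e-06, 0.0223 and 0.0228, and adjusted p = 0.101, 0.943 and 0.77 with an estimated correlation). The call was lost for ribosomal protein genes without vector replicate 1 (0.196) or MCF-7 OPNc replicate 2 (0.0532), and for immediate early genes without vector replicate 1 (0.0717) or the member with the largest change (0.227). From the gene ontology categories raised by osteopontin-c and not by osteopontin-a, the paper concludes that the metabolic effects on poly-HEMA are comparable to those in soft agar.

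**Figure D1:**
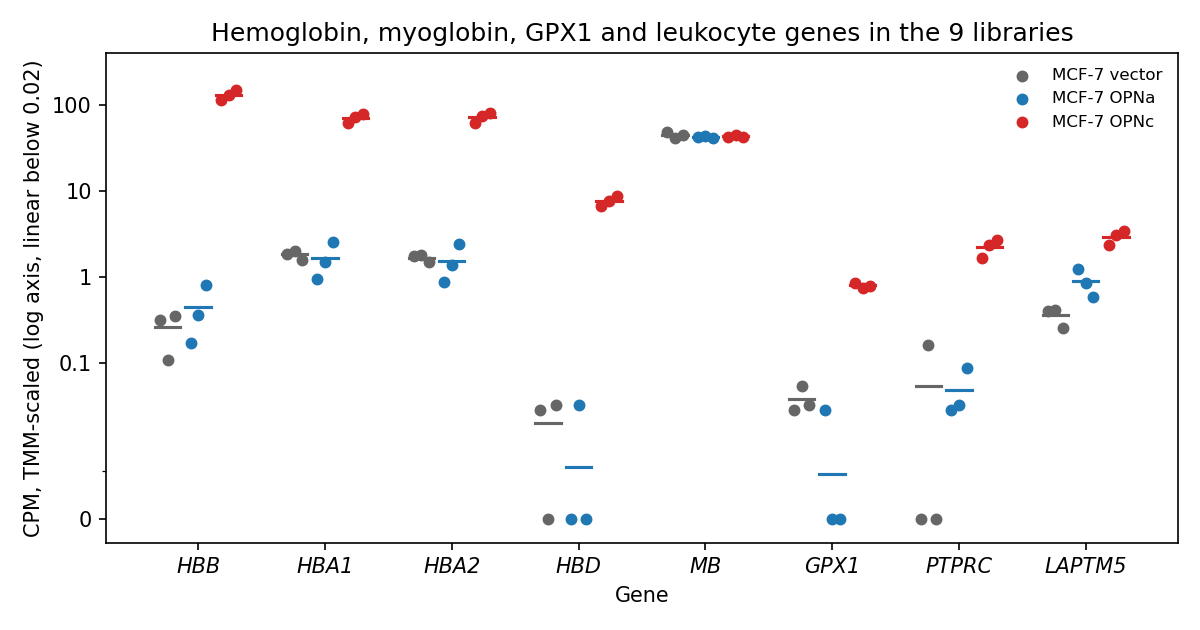
Each point is 1 of the 9 libraries, with its TMM-scaled CPM on a log axis that is linear below 0.02 CPM, and each horizontal line is the mean of 3 libraries of MCF-7 vector, MCF-7 OPNa or MCF-7 OPNc. HBB, HBA1, HBA2, HBD, GPX1, PTPRC and LAPTM5 lie higher in all 3 MCF-7 OPNc libraries than in the other 6, and MB lies at about the same level in the 9 libraries.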

**Table 1:** Osteopontin-c induces redox-related gene expression in deadherent cells.

categoryID	description	nGenes	zScore	pValue	FDR	
**GO:0005833**	**hemoglobin complex**	**12**	**38.709**	**0**	**0**	
**GO:0030492**	**hemoglobin binding**	**5**	**38.689**	**0**	**0**	
**GO:0005344**	**oxygen transporter activity**	**13**	**37.064**	**5.44E-301**	**1.44E-297**	
**GO:0015671**	**oxygen transport**	**10**	**29.675**	**8.04E-194**	**1.06E-190**	
GO:0048670	regulation of collateral sprouting	7	27.657	1.16E-168	1.31E-165	
GO:0048668	collateral sprouting	9	24.365	2.03E-131	2.01E-128	
**GO:0015669**	**gas transport**	**15**	**24.215**	**7.79E-130**	**6.86E-127**	
GO:0046852	positive regulation of bone remodeling	10	23.132	1.11E-118	8.00E-116	
**GO:0019825**	**oxygen binding**	**35**	**22.519**	**1.35E-112**	**8.90E-110**	
**GO:0042744**	**hydrogen peroxide catabolic process**	**19**	**21.858**	**3.23E-106**	**1.97E-103**	
GO:0046697	decidualization	17	17.763	6.82E-71	3.38E-68	
GO:0034105	positive regulation of tissue remodeling	17	17.666	3.81E-70	1.78E-67	
**GO:0045429**	**positive regulation of nitric oxide biosynthetic process**	**30**	**16.950**	**9.60E-65**	**4.23E-62**	
**GO:0042743**	**hydrogen peroxide metabolic process**	**35**	**16.763**	**2.29E-63**	**9.55E-61**	
GO:0001893	maternal placenta development	21	15.977	9.28E-58	3.68E-55	
GO:0048640	negative regulation of developmental growth	22	15.520	1.28E-54	4.81E-52	
**GO:0004601**	**peroxidase activity**	**38**	**15.386**	**1.02E-53**	**3.53E-51**	
**GO:0016684**	**oxidoreductase activity, acting on peroxide as acceptor**	**38**	**15.386**	**1.02E-53**	**3.53E-51**	
GO:0046850	regulation of bone remodeling	24	15.049	1.74E-51	5.52E-49	
**GO:0045428**	**regulation of nitric oxide biosynthetic process**	**40**	**14.950**	**7.77E-51**	**2.37E-48**	
**GO:0070301**	**cellular response to hydrogen peroxide**	**42**	**14.813**	**6.00E-50**	**1.76E-47**	
GO:0031103	axon regeneration	28	14.739	1.81E-49	5.13E-47	
GO:0033280	response to vitamin D	26	14.411	2.21E-47	6.05E-45	
GO:0007566	embryo implantation	29	13.634	1.26E-42	3.33E-40	
GO:0031102	neuron projection regeneration	33	13.581	2.61E-42	6.68E-40	
**GO:0006809**	**nitric oxide biosynthetic process**	**49**	**13.435**	**1.88E-41**	**4.52E-39**	
GO:0050840	extracellular matrix binding	33	12.747	1.61E-37	3.75E-35	
GO:0051291	protein heterooligomerization	52	12.678	3.91E-37	8.85E-35	
GO:0034103	regulation of tissue remodeling	34	12.582	1.33E-36	2.93E-34	
**GO:0016209**	**antioxidant activity**	**57**	**12.482**	**4.70E-36**	**1.01E-33**	
GO:0050771	negative regulation of axonogenesis	34	12.407	1.20E-35	2.49E-33	
GO:0045453	bone resorption	38	12.313	3.84E-35	7.81E-33	
**GO:0046209**	**nitric oxide metabolic process**	**60**	**12.090**	**5.98E-34**	**1.19E-31**	
**GO:0034614**	**cellular response to reactive oxygen species**	**63**	**11.996**	**1.87E-33**	**3.61E-31**	
**GO:0020037**	**heme binding**	**128**	**11.950**	**3.24E-33**	**6.12E-31**	
GO:0046906	tetrapyrrole binding	136	11.628	1.49E-31	2.74E-29	
**GO:0042542**	**response to hydrogen peroxide**	**77**	**10.949**	**3.36E-28**	**6.06E-26**	
GO:0048678	response to axon injury	52	10.859	9.07E-28	1.60E-25	
GO:0010811	positive regulation of cell-substrate adhesion	45	10.764	2.54E-27	4.38E-25	
GO:0061387	regulation of extent of cell growth	45	10.694	5.46E-27	9.20E-25	
GO:0090066	regulation of anatomical structure size	245	10.638	9.94E-27	1.64E-24	
GO:0046849	bone remodeling	51	10.540	2.81E-26	4.54E-24	
GO:0032846	positive regulation of homeostatic process	62	10.039	5.16E-24	8.18E-22	
**GO:0034599**	**cellular response to oxidative stress**	**91**	**10.002**	**7.45E-24**	**1.16E-21**	
GO:0008361	regulation of cell size	66	9.960	1.14E-23	1.74E-21	
**GO:0000302**	**response to reactive oxygen species**	**109**	**9.597**	**4.12E-22**	**6.16E-20**	
**GO:0072593**	**reactive oxygen species metabolic process**	**107**	**9.535**	**7.52E-22**	**1.10E-19**	
**GO:0005506**	**iron ion binding**	**217**	**9.466**	**1.46E-21**	**2.10E-19**	

Gene ontology (GO) categories of RNASeq show the gene expression changes in poly-HEMA induced by transfected osteopontin-c. Redox-relevant categories are highlighted in bold. The prevalence in redox-active gene products suggests that the gene expression changes induced by deadhesion on poly-HEMA are equivalent to the gene expression changes induced by deadhesion in soft agar [5]. nGenes  =  number of genes in the group, FDR  =  false discovery rate.

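Redox genes other than hemoglobins moved both ways in MCF-7 OPNc, and several moved in MCF-7 OPNa too. Among the peroxidases, GSTK1, a glutathione transferase with peroxidase activity, rose from 42.1 ± 0.753 CPM in vector to 73.6 ± 4.86 CPM in MCF-7 OPNc (SD, n = 3 each), and GPX3, a secreted glutathione peroxidase, fell from 85.1 ± 4.03 to 44.3 ± 7.36 CPM (SD, n = 3 each). Their log2 fold changes were 0.81 (standard error 0.08, adjusted p = 8.1e-06 from edgeR's quasi-likelihood test) and -0.94 (standard error 0.10, adjusted p = 7.8e-05 from the same test). GPX1, a cytosolic glutathione peroxidase, rose from 0.0385 CPM in vector to 0.794 CPM in MCF-7 OPNc, and MGST1, a microsomal transferase, fell by 0.22 on the log2 scale. MGST1 fell in MCF-7 OPNa too, with log2 fold changes of -0.50 to -0.44 as each library was left out in turn. Of 21 tested genes of peroxide breakdown, 6 were higher and 6 lower in MCF-7 OPNc (8 and 7 when adjusted over the list alone, camera adjusted p = 0.68), and 6 were higher and 3 lower in MCF-7 OPNa (6 and 3 when adjusted over the list alone, camera adjusted p = 0.44). GPX8, a peroxidase of the endoplasmic reticulum, rose in MCF-7 OPNa by a log2 fold change of 1.50 (standard error 0.16). Of 24 tested genes of glutathione synthesis and transfer, 5 were higher and 8 lower in MCF-7 OPNc (5 and 8 when adjusted over the list alone, camera adjusted p = 0.62), and 6 were higher and 5 lower in MCF-7 OPNa (6 and 8 when adjusted over the list alone, camera adjusted p = 0.29). GSTM3, a glutathione transferase, rose by log2 fold changes of 1.43 in MCF-7 OPNc and 1.51 in MCF-7 OPNa, and GGT1, which cleaves extracellular glutathione, by 0.48 and 1.41. SLC7A11, the cystine transporter that feeds glutathione synthesis, fell by 0.54 on the log2 scale in MCF-7 OPNc. Among 29 tested genes of thioredoxin, superoxide and NRF2 targets, 15 were lower and 5 higher in MCF-7 OPNc (16 and 5 when adjusted over the list alone). This list was lower as a whole (camera adjusted p = 0.0223, and adjusted p = 0.77 with an estimated correlation), and its adjusted p was 0.0717 without vector replicate 1. TXNRD1, which reduces thioredoxin, fell from 215 ± 9.5 to 147 ± 6.48 CPM, and OSGIN1, an NRF2 target, from 59.3 ± 5.0 to 32.8 ± 1.56 CPM (SD, n = 3 each). In MCF-7 OPNa, TXNRD1 had 5699, 5253 and 5297 counts and OSGIN1 1557, 1366 and 1423. The vector libraries, of similar totals, had 7623, 7467 and 6874 for TXNRD1 and 2119, 1968 and 1967 for OSGIN1. SOD2, the mitochondrial superoxide dismutase, rose by log2 fold changes of 0.56 in MCF-7 OPNc and 0.74 in MCF-7 OPNa, and TXNIP, which binds thioredoxin, by 0.44 and 0.50. In MCF-7 OPNa, 5 genes of this list were higher and 8 lower (7 and 9 when adjusted over the list alone, camera adjusted p = 0.49), with ABCC2, an exporter of glutathione conjugates, at a log2 fold change of -1.76. Between MCF-7 OPNc and MCF-7 OPNa, 4 were higher and 11 lower (4 and 13 when adjusted over the list alone, camera adjusted p = 0.104), and the adjusted p was 0.00176 without MCF-7 OPNc replicate 3, while 6 were lower without MCF-7 OPNc replicate 1 and 7 without MCF-7 OPNc replicate 2. Of 17 tested genes of nitric oxide synthesis, 5 were higher and 4 lower in MCF-7 OPNc (5 and 4 when adjusted over the list alone, camera adjusted p = 0.91), and 5 were higher and 2 lower in MCF-7 OPNa (5 and 2 when adjusted over the list alone, camera adjusted p = 0.49). DDAH1, which degrades inhibitors of nitric oxide synthase, and SPR, which makes its cofactor, rose in MCF-7 OPNc by log2 fold changes of 0.52 and 0.40, and ASS1, which supplies arginine, fell by 0.58 on the log2 scale. SPR was higher and ASS1 lower in MCF-7 OPNa too. Of 11 tested NADPH oxidase genes, 5 were higher and 2 lower in MCF-7 OPNc (5 and 2 when adjusted over the list alone, camera adjusted p = 0.42), and 1 was higher and 1 lower in MCF-7 OPNa (1 and 1 when adjusted over the list alone, camera adjusted p = 0.71). NCF1 and NCF2, oxidase subunits of phagocytes, rose from 0.0775 and 0.077 CPM in vector to 0.807 and 0.672 CPM in MCF-7 OPNc, and CYBA, the p22phox subunit, fell from 4.16 to 0.79 CPM. In MCF-7 OPNa, NCF2 was the higher gene and CYBA the lower. There, the log2 fold change of CYBA was -3.02 to -2.71 as each library was left out in turn. Between MCF-7 OPNc and MCF-7 OPNa, 4 NADPH oxidase genes were higher and 0 lower (5 and 1 when adjusted over the list alone, camera adjusted p = 0.0757), and the adjusted p was 0.0381 without MCF-7 OPNc replicate 1, while 1 was lower without vector replicate 1 or 2. In MCF-7 OPNc against vector, the lower genes were 3 for peroxide breakdown, 5 for glutathione and 1 for NADPH oxidases without MCF-7 OPNc replicate 2, 5 for glutathione without MCF-7 OPNc replicate 1 and 1 for NADPH oxidases without vector replicate 2, and the higher genes of nitric oxide synthesis were 3 without vector replicate 3, without MCF-7 OPNc replicate 1 and in DESeq2. In MCF-7 OPNa against vector, 3 glutathione genes were lower without MCF-7 OPNa replicate 1 or 3, 3 of the thioredoxin list were higher without MCF-7 OPNa replicate 1 or 2, 3 of nitric oxide synthesis were higher without vector replicate 3 or MCF-7 OPNa replicate 2 or 3, and 2 NADPH oxidase genes were higher without vector replicate 1. Of the 26 genes of these lists that rose in MCF-7 OPNc, 5 stayed under 1 CPM in every group, among them GPX1, NCF1 and NCF2, and the leukocyte genes PTPRC and LAPTM5 rose in the same libraries.

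**Figure D2:**
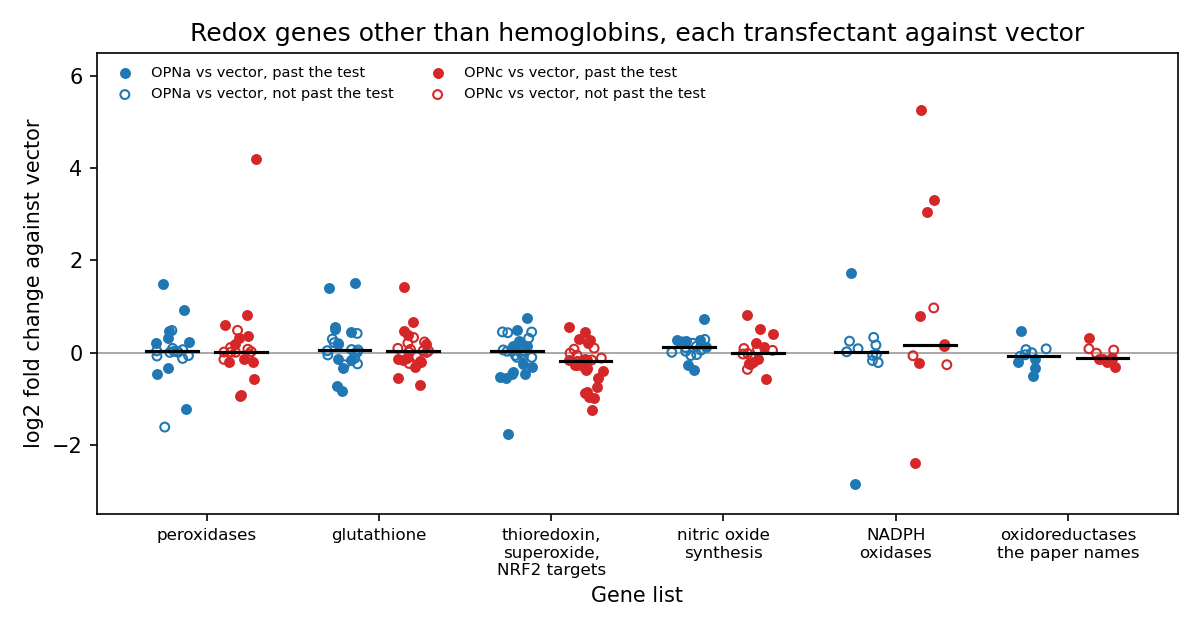
Each point is the log2 fold change of 1 tested gene in MCF-7 OPNa (blue) or MCF-7 OPNc (red) against vector, grouped by gene list, filled where edgeR's adjusted p was under 0.05, and each horizontal line is the median of a list. The points lie on both sides of 0 in every list, and the medians of the peroxidases lie near 0 for both transfectants.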

### Osteopontin-c enhances cellular energy production

Osteopontin-c is never expressed without osteopontin-a. We have shown that osteopontin-a upregulates the cellular glucose levels, which suggests a model according to which osteopontin-a mobilizes the glucose that is then utilized by osteopontin-c to generate cellular energy in the form of ATP [11]. We therefore measured ATP in deadherent MCF-7 cells, single-transfected with either osteopontin form alone or double-transfected with osteopontin-a plus -c. The ATP levels were significantly higher in osteopontin-c cells than in osteopontin-a cells, and higher in osteopontin-a cells than in vector controls. The double-transfected cells had the highest ATP levels (Figure 2), supporting the hypothesis of a synergy between osteopontin-a and osteopontin-c signaling.

**Figure 2:**
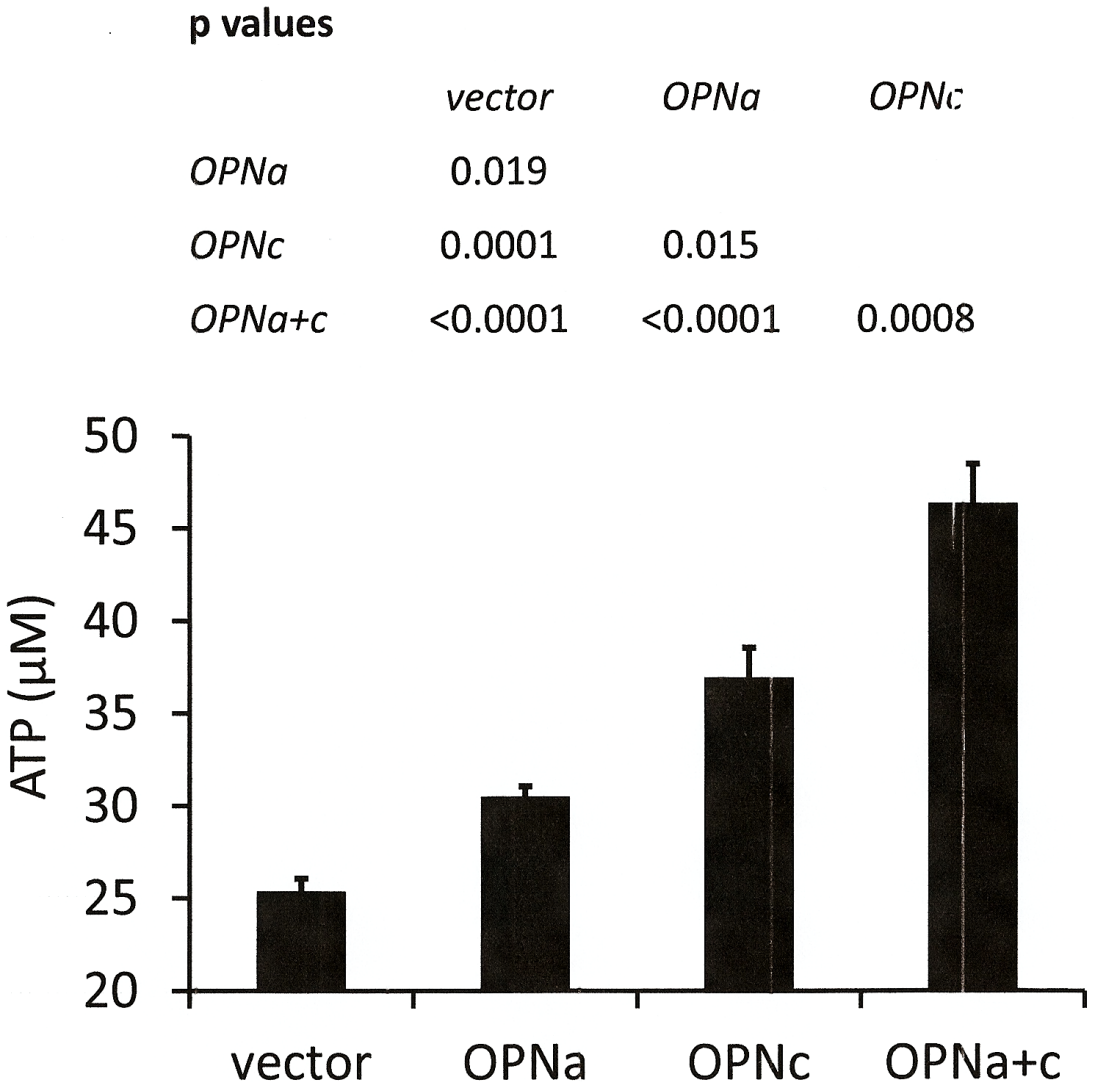
ATP levels in anchorage-independent cells are induced by osteopontin. MCF-7 cells transfected with vector, osteopontin-a, osteopontin-c, or osteopontin-a plus -c were plated on poly-HEMA before colorimetric measurement of the cellular ATP levels. The graph shows mean values (of 3–5 replicates) + sem. The p-values were calculated by one-way analysis of variance (ANOVA). The data represent one experiment of two.

### Osteopontin-c induces redox-sensitive and redox-insensitive metabolic changes

Many of the oxidoreductases induced by osteopontin-c [5] belong to the mitochondrial respiratory chain or to the hexose monophosphate shunt or regulate the hexose monophosphate shunt. Therefore, biochemical processes associated with the intermediary metabolism for energy generation are likely to be important mediators of the osteopontin-c effects on breast tumor cells that have lost contact with the substratum (for supportive evidence see Supplement S4). The metabolite profile of deadherent MCF-7 transfectants, derived from NMR analysis, identified glutathione, glutamine, glutamate, creatine, glycine, O-phosphocholine, and O-phosphoethanolamine to be induced by osteopontin-c (Figure 3). Aspartate and alanine are moderately increased (not shown). Taurine is suppressed by osteopontin-c and osteopontin-a, which is reflected in an apparent upregulation in vector compared to both forms of osteopontin. Taurine can act as an antioxidant [27] and as a mitochondrial matrix pH buffer [28]. Its downregulation may reflect taurine consumption by the increased mitochondrial redox activity. Similar results were obtained with ZR-75 cells (Table 2).

**Figure 3:**
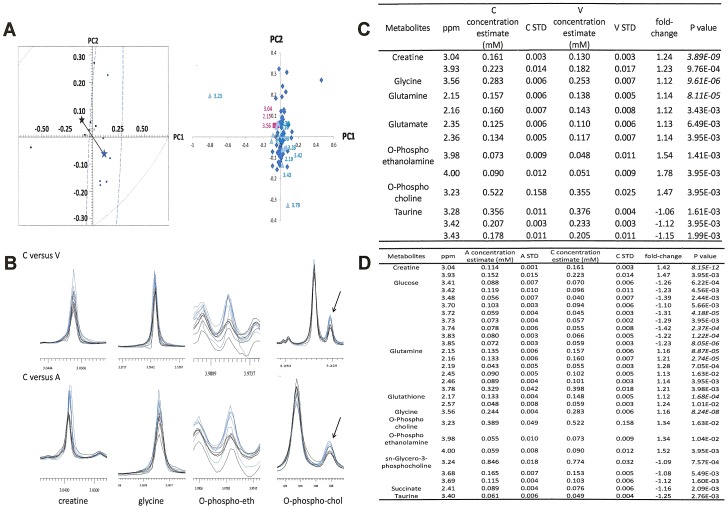
Osteopontin-c supports anchorage-independence through distinct metabolic changes. A) Pair wise comparison of the metabolic profiles induced by osteopontin-c versus vector control. For the osteopontin-c versus osteopontin-a graphs see [11]. The graph on the left shows the score plot of principal component analysis with osteopontin-c samples in black and osteopontin-a samples in blue. The asterisks indicate the centers of the corresponding clusters with the same color. The black line connecting the asterisks represents the group distance (Mahalanobis distance = 1.98). The Mahalanobis distance is calculated using a method previously reported [16]. The graph on the right is the loading plot. The colors indicate significant buckets after statistical analysis. The red squares are filtered by Bonferroni correction and the green triangles are corrected by Benjamini-Hochberg false discovery rate. **B**) Example traces of key metabolites for MCF-7 OPNc cells (blue) compared to MCF-7 vector cells (black). O-phospho-eth  =  O-phosphoethanolamine, O-phospho-chol  =  O-phosphocholine (the arrow points to the metabolite peak). **C**) Summary of metabolites changed by osteopontin-c versus vector control. The table shows ppm values (indicating the center values of the peaks), concentration estimates as the average values of 6 replicates, the standard deviations for six replicates of osteopontin-c (C) or vector (V), and the -fold change for the comparisons between osteopontin-c and vector control. Negative numbers indicate that the metabolite is higher in vector controls than in osteopontin-c transfected cells. Bonferroni correction is in italics, and Benjamini/Hochberg false discovery rate is non-italicized. **D**) Summary of metabolites changed by osteopontin-c versus osteopontin-a (for osteopontin-a versus vector see [11]). The -fold change is calculated for comparisons between osteopontin-c (C) and osteopontin-a (A). Negative numbers indicate that the metabolite is higher in osteopontin-a transfected cells than in osteopontin-c transfected cells. Bonferroni correction is in italics, and Benjamini/Hochberg false discovery rate is non-italicized.

**Table 2:** Metabolic effects of osteopontin-c in ZR-75 cells.

ZR-75 cells				C vs V	
Metabolites	ppm	C STD	V STD	fold-change	p-value
alanine	1.485	3.63E-03	1.98E-03	1.50	9.02E-03
glutamate	2.065	6.30E-04	4.69E-04	1.08	9.02E-03
glutamate	2.34	7.53E-04	1.14E-03	1.56	1.58E-06
glutamate	2.35	1.18E-03	9.56E-04	1.57	1.68E-07
glutamate	2.36	9.45E-04	4.61E-04	1.56	2.94E-08
glutamate	2.37	5.88E-04	9.56E-04	1.43	3.37E-06
aspartate	2.642	7.19E-04	5.76E-04	1.35	9.02E-03
aspartate	2.801	1.04E-03	6.20E-04	1.06	3.17E-01
aspartate	2.829	6.98E-04	5.35E-04	1.02	5.10E-01
creatine	3.04	1.62E-03	5.02E-04	1.65	3.67E-08
taurine	3.424	7.61E-04	8.55E-04	−1.48	1.96E-09
glycine	3.562	4.82E-03	7.07E-04	1.96	6.46E-07
creatine	3.932	1.19E-03	4.48E-04	1.21	2.22E-06
o-phosphoethanolamine	4.008	2.07E-03	8.46E-04	1.87	9.02E-03
o-phosphoethanolamine	4.068	1.11E-03	4.00E-04	2.99	1.22E-08

ZR-75 breast tumor cells, stably transfected with osteopontin-c (C) or vector control (V), were cultured in poly-HEMA coated plates for 48 hours and metabonomics analysis was performed on their lysates.

To assess the specificity of the metabolic osteopontin-c effects, we tested the contributions by the amino acid sequence around the OPN-c splice junction. By site-directed mutagenesis, we generated the mutant OPNcM3 with the internal sequence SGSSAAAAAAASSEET (altered from the splice junction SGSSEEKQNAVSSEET). In OPNcM3, all the amino acids around the splice junction between the proximal N-terminal and C-terminal serines are alanines. If the splice junction was critical to the osteopontin-c dependent metabonomic changes, the metabolite profile of deadherent MCF-7 OPNcM3 cells was expected to resemble MCF-7 vector cells. Indeed, the fold changes of osteopontin-c transfectants to osteopontin-c M3 transfectants (Table 3) are equal to the comparison of osteopontin-c to vector (see Figure 3), confirming a loss of function by the site-directed mutagenesis. Unexpectedly, one metabolite (glutamate) was not susceptible to the osteopontin-c mutation (not shown). The reason for this resistance is unknown.

**Table 3:** The metabolic effects of osteopontin-c depend on the splice junction.

				C vs M3	
Metabolites	ppm	C STD	M3 STD	fold-change	p-value
creatine	3.036	2.76E-03	4.18E-03	1.30	4.10E-06
glycine	3.561	3.08E-03	4.46E-03	1.05	3.56E-02
creatine	3.932	2.85E-03	2.88E-03	1.40	4.91E-08
o-phosphoethanolamine	3.993	1.48E-03	4.10E-03	1.27	8.58E-05
glutamine	2.449	8.10E-04	1.49E-03	1.07	4.21E-03
aspartate	2.814	1.06E-03	1.24E-03	1.15	2.84E-03
aspartate	2.674	6.45E-04	3.04E-03	1.26	2.53E-02
glutamate	2.355	8.13E-04	1.09E-03	-1.15	1.83E-08
taurine	3.421	2.56E-03	3.19E-03	-1.29	1.60E-05

The metabolic effects of osteopontin-c depend on the splice junction. We stably transfected MCF-7 cells with OPNc versus OPNcM3. Expression was confirmed by Western blotting [44]. MCF-7 cells transfected with osteopontin-c or its mutant M3 were plated in poly-HEMA coated wells. After 48 hours, the cells were harvested and lysed for analysis of the metabolite levels by NMR. Shown are the fold-change and p-value for the steady state-levels of metabolites in osteopontin-c transfectants (C) versus mutant transfectants (M3).

To further assess the relevance of redox processes in the osteopontin-c dependent metabolic changes, we repeated the NMR measurements for MCF-7 OPNc versus MCF-7 vector cells on poly-HEMA and included a sample of MCF-7 OPNc cells treated with 4 mM N-acetyl L-cysteine (NAC). While NAC did not affect the upregulation of creatine, O-phosphoethanolamine, and O-phosphocholine, it partially reduced the osteopontin-c dependent upregulation of glutamine and downregulation of taurine. Remarkably, the osteopontin-c mediated increases in glutamate, aspartate, and alanine, were suppressed by NAC below the baseline constituted by MCF-7 vector (Table 4). This is consistent with the need for some redox activity in all cases of anchorage-independent survival (compare Supplement S1). However, the results also corroborate the unique association of certain redox-sensitive metabolic intermediates, specifically linked to mitochondrial activity, with the osteopontin-c dependent pathways.

**Table 4:** Effect of NAC on the metabolic changes induced by osteopontin-c on deadherent cells.

							C control vs V		C NAC vs V		C control vs C NAC	
ppm	C concentration (mM)	C STD	C NAC concentration (mM)	C NAC STD	V concentration (mM)	V STD	fold-change	p-value	fold-change	p-value	fold-change	p-value
1.478	0.099	1.11E-03	0.063	4.81E-04	0.089	1.47E-03	1.11	7.71E-02	−1.42	3.39E-02	1.58	4.95E-02
1.49	0.105	6.67E-04	0.065	4.21E-04	0.091	1.85E-03	1.15	1.57E-01	−1.4	3.39E-02	1.61	4.95E-02
2.694	0.016	9.14E-05	0.011	7.64E-05	0.013	1.46E-04	1.23	3.39E-02	−1.24	3.39E-02	1.53	4.95E-02
2.707	0.016	2.56E-04	0.012	8.72E-05	0.014	6.62E-05	1.15	3.39E-02	−1.16	3.39E-02	1.34	4.95E-02
2.797	0.016	2.37E-04	0.011	5.27E-05	0.014	9.21E-05	1.17	3.39E-02	−1.22	3.39E-02	1.43	4.95E-02
2.803	0.017	8.93E-05	0.011	1.31E-04	0.013	1.31E-04	1.25	3.39E-02	−1.24	3.39E-02	1.55	4.95E-02
2.826	0.015	7.40E-05	0.011	4.79E-05	0.013	5.74E-05	1.16	3.39E-02	−1.16	3.39E-02	1.34	4.95E-02
2.832	0.015	1.32E-04	0.011	6.11E-05	0.013	1.15E-04	1.14	7.71E-02	−1.17	3.39E-02	1.33	4.95E-02
3.04	0.123	4.16E-04	0.112	8.83E-05	0.114	3.09E-04	1.08	3.39E-02	−1.02	7.71E-02	1.1	4.95E-02
3.932	0.074	9.36E-04	0.075	4.29E-04	0.071	7.41E-04	1.03	4.80E-01	1.05	1.57E-01	−1.02	5.13E-01
2.337	0.025	2.47E-04	0.019	2.15E-04	0.023	2.84E-04	1.11	7.71E-02	−1.21	3.39E-02	1.34	4.95E-02
2.343	0.028	4.77E-04	0.02	6.28E-05	0.025	3.05E-04	1.15	7.71E-02	−1.24	3.39E-02	1.43	4.95E-02
2.349	0.049	7.98E-04	0.034	3.57E-04	0.039	3.52E-04	1.24	3.39E-02	−1.16	3.39E-02	1.43	4.95E-02
2.356	0.043	6.32E-04	0.031	3.45E-04	0.036	3.30E-04	1.2	3.39E-02	−1.17	3.39E-02	1.4	4.95E-02
2.362	0.029	8.35E-04	0.021	1.38E-04	0.024	2.41E-04	1.22	3.39E-02	−1.17	3.39E-02	1.42	4.95E-02
2.369	0.033	1.05E-03	0.022	2.95E-04	0.027	4.36E-04	1.21	1.57E-01	−1.2	3.39E-02	1.45	4.95E-02
2.45	0.054	1.13E-03	0.048	3.12E-04	0.045	4.53E-04	1.2	3.39E-02	1.06	1.57E-01	1.14	4.95E-02
2.464	0.051	1.03E-03	0.046	5.62E-04	0.043	4.17E-04	1.19	3.39E-02	1.06	1.57E-01	1.13	2.75E-01
2.477	0.025	3.89E-04	0.022	3.09E-04	0.02	3.37E-04	1.25	3.39E-02	1.1	1.57E-01	1.13	2.75E-01
3.562	0.147	3.88E-03	0.118	2.05E-04	0.137	1.11E-03	1.07	4.80E-01	−1.16	3.39E-02	1.24	4.95E-02
3.225	0.146	4.59E-03	0.173	3.77E-03	0.103	1.43E-03	1.41	3.39E-02	1.68	3.39E-02	−1.19	2.75E-01
3.973	0.018	1.75E-04	0.02	3.57E-04	0.016	2.88E-04	1.16	7.71E-02	1.23	1.57E-01	−1.07	5.13E-01
3.98	0.047	6.27E-04	0.046	4.88E-04	0.035	1.40E-03	1.34	3.39E-02	1.31	3.39E-02	1.02	5.13E-01
3.999	0.02	1.32E-04	0.019	1.48E-04	0.016	4.35E-04	1.31	3.39E-02	1.22	3.39E-02	1.07	1.27E-01
3.258	0.02	5.55E-04	0.023	2.51E-04	0.025	4.63E-04	−1.28	1.57E-01	−1.1	1.57E-01	−1.17	2.75E-01
3.269	0.042	8.38E-04	0.047	7.48E-04	0.054	1.08E-03	−1.28	7.71E-02	−1.13	1.57E-01	−1.13	2.75E-01
3.411	0.025	4.66E-04	0.028	3.32E-04	0.032	5.26E-04	−1.24	3.39E-02	−1.14	1.57E-01	−1.09	2.75E-01
3.433	0.022	5.93E-04	0.023	2.66E-04	0.025	2.02E-04	−1.15	1.57E-01	−1.08	1.57E-01	−1.06	5.13E-01

MCF-7 cells transfected with osteopontin-c or vector control were plated in poly-HEMA coated wells. 4 mM N-acetyl L-cysteine was added to one sample of MCF-7 OPNc cells. After 48 hours, the cells were harvested and lysed for analysis of the metabolite levels by NMR. Shown are comparison of MCF-7 OPNc (C) to MCF-7 vector (V), comparison of MCF-7 OPNc + NAC to MCF-7 vector, comparison of MCF-7 OPNc to MCF-7 OPNc + NAC.

### Glutamine is a mediator of the osteopontin-c effect

Osteopontin-c increases the level of glutamine in deadherent cells (compare Figure 3). Standard cell culture medium contains 2 mM L-glutamine. To probe for the glutamine-dependent metabolic pathways associated with the osteopontin-c effect we altered the levels of L-glutamine in the medium, under the rationale that its reduction will partially suppress the metabolism in deadherent MCF-7 OPNc cells while its elevation will mimic some of the osteopontin-c effects in deadherent MCF-7 vector cells. The comparison of the metabolic profiles of MCF-7 OPNc cells in 2 mM L-glutamine (standard) to MCF-7 OPNc cells in 0.5 mM L-glutamine (low), to MCF-7 vector cells in 2 mM L-glutamine (standard), to MCF-7 vector cells in 4 mM L-glutamine (high) indicated that L-glutamine is essential for the modulation of taurine levels, and is necessary but not sufficient for the creatine/O-phosphoethanolamine/O-phosphocholine pathway. As glutamine can be converted to glutamate (catalyzed by glutamine synthase, GS) and aspartate (transamination reaction catalyzed by aspartate aminotransferase, AST), its levels correlate with the levels of those products (Table 5).

**Table 5:** Effect of L-glutamine on the metabolism of deadherent cancer cells.

										C 2 mM vs V 2 mM		C 2 mM vs C 0.5 mM		V 4 mM vs V 2 mM	
Metabolites	ppm	C 2 GLU concentration (mM)	C 2 GLU STD	C 0.5 GLU concentration (mM)	C 0.5 GLU STD	V 4 GLU concentration (mM)	V 4 GLU STD	V 2 GLU concentration (mM)	V 2 GLU STD	fold-change	p-value	fold-change	p-value	fold-change	p-value
Alanine	1.478	0.11	3.44E-04	0.109	9.94E-04	0.062	1.06E-03	0.076	2.27E-03	1.45	6.73E-05	1.01	7.49E-01	−1.23	4.33E-02
Alanine	1.49	0.113	4.24E-04	0.112	9.60E-04	0.064	1.07E-03	0.077	2.06E-03	1.46	2.33E-05	1.01	7.99E-01	−1.21	4.33E-02
Aspartate	2.694	0.02	8.44E-05	0.017	7.48E-05	0.02	8.88E-05	0.019	1.58E-04	1.04	7.27E-02	1.15	2.44E-04	1.06	2.11E-02
Aspartate	2.707	0.02	9.34E-05	0.018	8.35E-05	0.021	1.14E-04	0.019	1.85E-04	1.05	1.97E-02	1.16	2.77E-04	1.07	8.11E-03
Aspartate	2.797	0.02	9.66E-05	0.017	1.33E-04	0.02	1.14E-04	0.019	1.30E-04	1.03	1.65E-01	1.15	1.73E-03	1.04	8.87E-02
Aspartate	2.803	0.019	5.10E-05	0.017	1.07E-04	0.02	4.11E-05	0.018	2.23E-04	1.05	2.02E-02	1.12	9.10E-04	1.1	1.23E-03
Aspartate	2.826	0.016	5.23E-05	0.015	9.56E-05	0.016	1.75E-04	0.016	1.37E-04	1.02	3.57E-01	1.09	6.16E-03	1.02	6.60E-01
Aspartate	2.832	0.016	4.43E-05	0.015	3.98E-05	0.017	9.58E-05	0.015	1.70E-04	1.05	4.10E-02	1.07	8.98E-04	1.07	4.33E-02
Creatine	3.04	0.138	3.50E-04	0.144	3.42E-04	0.117	6.94E-04	0.121	5.36E-04	1.14	2.77E-05	−1.04	6.93E-03	−1.03	1.50E-01
Creatine	3.932	0.093	4.93E-04	0.098	3.02E-04	0.083	3.18E-04	0.085	1.89E-04	1.1	5.12E-03	−1.04	4.33E-02	−1.03	2.09E-01
Glutamate	2.337	0.027	1.45E-04	0.024	1.83E-04	0.024	1.83E-04	0.023	2.62E-04	1.19	4.33E-02	1.13	2.09E-02	1.05	4.06E-01
Glutamate	2.343	0.03	1.31E-04	0.026	1.20E-04	0.028	2.01E-04	0.026	1.65E-04	1.16	8.65E-03	1.13	6.32E-04	1.07	1.80E-01
Glutamate	2.349	0.05	1.87E-04	0.045	2.64E-04	0.045	3.51E-04	0.042	2.51E-04	1.2	2.95E-03	1.11	2.09E-02	1.07	1.59E-01
Glutamate	2.356	0.046	2.61E-04	0.04	2.77E-04	0.041	3.61E-04	0.038	1.01E-04	1.22	2.09E-02	1.13	3.25E-03	1.1	4.33E-02
Glutamate	2.362	0.029	1.80E-04	0.026	1.28E-04	0.026	2.57E-04	0.024	1.24E-04	1.2	7.27E-04	1.12	3.49E-03	1.08	9.13E-02
Glutamate	2.369	0.032	2.30E-04	0.029	1.28E-04	0.029	2.88E-04	0.027	5.63E-05	1.18	9.26E-04	1.1	8.06E-03	1.08	7.37E-02
Glutamine	2.45	0.077	4.08E-04	0.03	2.08E-04	0.085	5.35E-04	0.058	1.96E-03	1.33	4.92E-05	2.6	3.82E-08	1.47	1.33E-05
Glutamine	2.464	0.073	3.70E-04	0.028	3.25E-04	0.082	5.54E-04	0.055	1.86E-03	1.31	2.09E-02	2.62	2.09E-02	1.47	2.09E-02
Glutamine	2.477	0.032	1.55E-04	0.014	1.41E-04	0.037	1.98E-04	0.026	7.43E-04	1.24	1.17E-04	2.38	9.45E-08	1.41	1.00E-05
Glycine	3.562	0.063	4.12E-04	0.071	6.67E-04	0.041	2.64E-04	0.048	5.77E-04	1.33	1.65E-05	-1.13	1.42E-02	−1.17	1.40E-04
O-Phosphocholine	3.225	0.136	8.69E-04	0.153	8.32E-04	0.12	7.48E-04	0.122	2.44E-03	1.11	5.91E-02	−1.08	1.27E-04	0.98	4.07E-02
O-Phosphoethanolamine	3.973	0.017	9.78E-05	0.019	2.93E-05	0.014	8.36E-05	0.014	1.22E-04	1.19	2.09E-02	−1.12	4.29E-04	−1.01	2.48E-01
O-Phosphoethanolamine	3.98	0.038	2.36E-04	0.042	1.62E-04	0.025	4.11E-04	0.024	1.06E-04	1.55	3.51E-06	−1.12	1.86E-03	1.02	7.73E-01
O-Phosphoethanolamine	3.999	0.016	1.29E-04	0.018	1.02E-04	0.011	1.13E-04	0.01	1.12E-04	1.63	1.11E-05	−1.09	2.88E-02	1.08	1.29E-01
Taurine	3.258	0.025	1.07E-04	0.029	8.02E-05	0.028	1.16E-04	0.03	1.58E-04	−1.21	2.36E-04	−1.15	7.22E-05	−1.09	1.20E-02
Taurine	3.269	0.065	3.31E-04	0.084	1.36E-04	0.062	3.64E-04	0.072	1.22E-03	−1.1	1.22E-02	−1.29	2.05E-06	−1.15	2.09E-02
Taurine	3.411	0.032	1.71E-04	0.037	1.26E-04	0.034	2.29E-04	0.039	7.33E-04	−1.2	1.05E-03	−1.14	3.18E-04	−1.16	4.19E-03
Taurine	3.433	0.027	1.49E-04	0.031	1.89E-04	0.028	2.25E-04	0.031	2.54E-04	−1.14	8.02E-04	−1.15	1.54E-03	−1.09	1.57E-02

MCF-7 cells transfected with osteopontin-c (C) were plated in poly-HEMA coated wells in complete medium (2 mM L-glutamine) or low glutamine medium (0.5 mM). MCF-7 vector cells (V) were plated in poly-HEMA coated wells in complete medium (2 mM L-glutamine) or high glutamine medium (4 mM). After 48 hours, the cells were harvested and lysed for analysis of the metabolite levels by NMR. Shown are comparison of MCF-7 OPNc to MCF-7 vector, both at normal levels of L-glutamine (2 mM), comparison of MCF-7 OPNc normal to low L-glutamine, comparison of MCF-7 vector normal to high L-glutamine.

### Glycerol transport contributes to the osteopontin-c effect

Glycerol is important in the regulation of the cellular energy metabolism. It may be transported into cells through aquaporin-3. Although expressed at low levels, this aquaporin is the only one that is significantly upregulated by osteopontin-c and is induced by H_2_O_2_ treatment in soft agar (Figure 4A). We therefore tested the effects of glycerol on soft agar clone formation. The addition of autoclaved glycerol to soft agar assays at plating caused an increase in clone size on day 7 in MCF-7 OPNc and MCF-7 OPNa+OPNc cells (not shown), but not in MCF-7 vector or MCF-7 OPNa cells. Similar results were obtained with transfected ZR-75 cells (Figure 4B), suggesting that glycerol can enhance osteopontin-c signaling.

**Figure 4:**
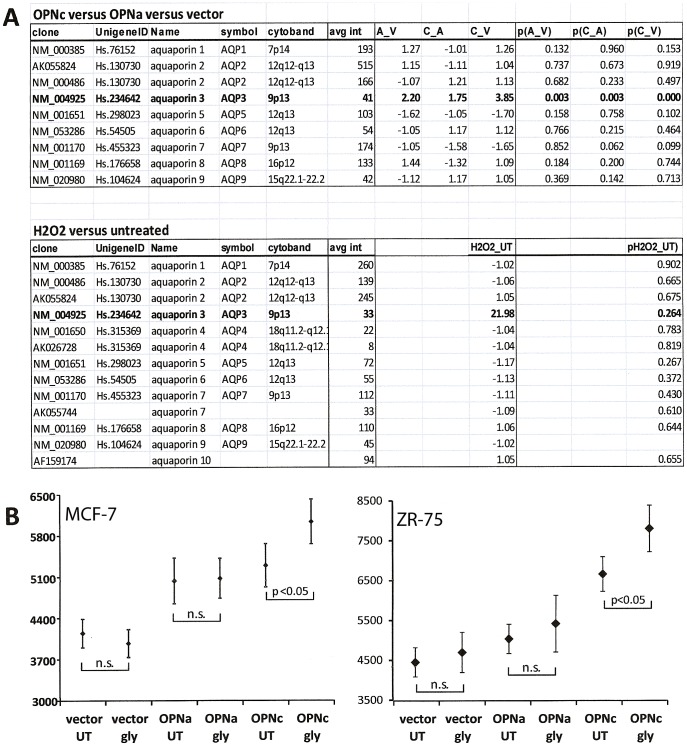
Glycerol modulation of the osteopontin-c effect in cancer cells. A) Inductions of aquaporins by osteopontin or hydrogen peroxide. Microarray analysis was performed after extracting the RNA of either MCF-7 vector, MCF-7 OPNa, and MCF-7 OPNc cells or untreated and hydrogen peroxide-treated MCF-7 cells from soft agar on day 7 after plating. The results were examined for changes in the expression of aquaporins. **B**) Soft agar clone formation by MCF-7 transfectants (left panel) or ZR-75 transfectants [44] (right panel) in the presence or absence of glycerol. The soft agar assays were performed with the addition of 0.1% (v/v) autoclaved glycerol (20 µl at plating for MCF-7 cells, 5 µl at plating for ZR-75 cells) with a maintenance dose of 0.2 µl in 400 µl medium every other day. Glycerol induced the clone size by MCF-7 OPNc cells, but not MCF-7 vector cells in 3 additional experiments (the numbers indicate relative clone sizes). The glycerol-induced increase in clone size for OPNc cells is significant (over untreated OPNc cells) at p<0.05. Each symbol represents the average of 12–23 data points for MCF-7 cells and 11–25 data points for ZR-75 cells. gly  =  glycerol.

### Osteopontin-c abundance correlates with oxidoreductase expression in patient specimens

The above results show that osteopontin-c induces oxidoreductases in breast cancer cells. To validate our results from cell line experiments we asked whether the expression levels of osteopontin-c RNA correlate with specific oxidoreductases (previously found to be upregulated in the microarray analysis from soft agar) in breast cancer tissue of patients. There was indeed a strong correlation for osteopontin-c with NDUFV1, NDUFS7 and GPX-4, and a moderate correlation with PGDH (Figure 5).

**Figure 5:**
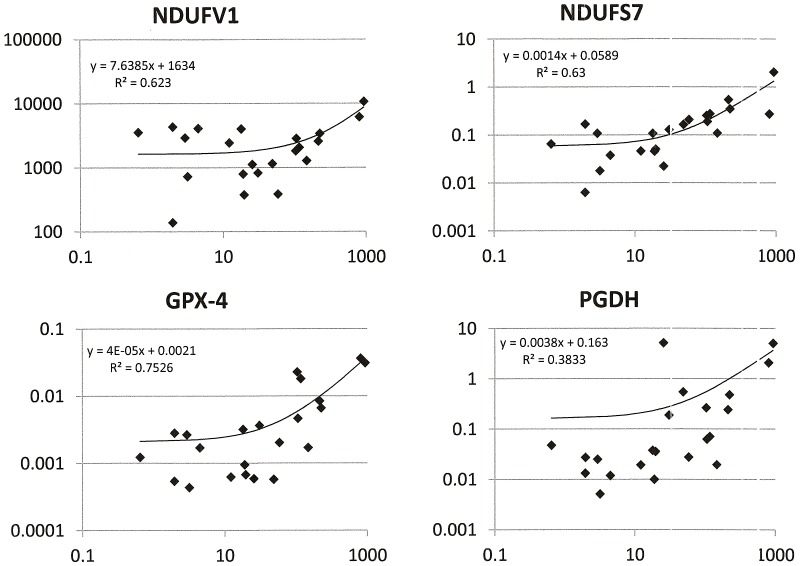
RNA levels of osteopontin-c and oxidoreductase genes in breast cancer tissue. cDNA from 22 human breast cancer specimens [4] was analyzed by real-time RT-PCR for the expression levels of osteopontin-c (x-axes in all graphs) compared to NDUFV1 (top left), NDUFS7 (top right), GPX-4 (bottom left), and PGDH (bottom right). The trend lines in the double-logarithmic plots show the linear correlations between the two gene products, R^2^  =  correlation coefficient. The relative abundance was calculated in relation to the cDNA from a reference cell line (MCF-7 OPNc in soft agar) [18].

## Discussion

We previously described the support of anchorage-independence in cancer cells by osteopontin-c. We found the phenomenon to be associated with the upregulation of oxidoreductase genes [5]. Here, we have gained mechanistic insight into the osteopontin-c effect. ATP deprivation is associated with deadhesion and leads to anoikis [9]. Cancer cells that have been shed from a primary tumor need to overcome this energy deficit to survive and form metastases. Osteopontin-c signaling protects the deadherent cells from cell death by increasing the generation of ATP. This is reflected in elevated levels of gene products and metabolites associated with the hexose monophosphate shunt, glycolysis, and mitochondrial complexes, which jointly feed into activation of the respiratory chain. The glutathione cycle plays a regulatory role among those pathways, reflected in the upregulation of the substrate glutathione and the induction of the enzyme GPX-4 (Figure 6A). Glycerol directly activates the mitochondrial respiratory chain through the induction of the glycerol-phosphate shuttle (Figure 6B). In a redox-insensitive pathway component that requires glutamine, creatine is synthesized from serine via glycine and supports the energy metabolism by increasing the formation of ATP. The glycolysis intermediate 3-phospho-glycerate likely provides the substrate for serine synthesis. Increased serine pathway flux and glycine utilization have been identified in breast cancer [29], [30]. Our results suggest that much of the synthesized serine may be utilized in creatine production. The depletion of available serine in the ATP-generating pathway may block the ethanolamine and choline pathways, thus leading to the observed build-up of phosphoethanolamine and phosphocholine (Figure 6C). The pathway components outlined in Figures 4A and 4B both converge on the mitochondrial respiratory chain. The pathway components in Figures 4A and 4C are connected via glycolysis and glutaminolysis. Glutamine and glutamate can feed into the glutathione cycle or the tricarboxylic acid cycle. Glutaminolysis could potentially generate 12 molecules of ATP per molecule of glutamine, or its abundance may affect the levels of glutamate and aspartate. Of note, although the present investigation focuses on the selective effects of osteopontin-c, this splice variant is never expressed without the full-length variant osteopontin-a (untransformed breast epithelial cells may express no osteopontin or osteopontin-a alone, 75–80% of breast cancers express osteopontin-a plus osteopontin-c). Our studies of the osteopontin-a effect have suggested that this form elevates the cellular glucose levels, which likely support and enhance the osteopontin-c effect [11]. The results suggest that anchorage-independent survival is achieved in cancer cells when metastasis genes synergize to maintain the metabolic profile associated with the rapidly growing primary tumor cells.

**Figure 6:**
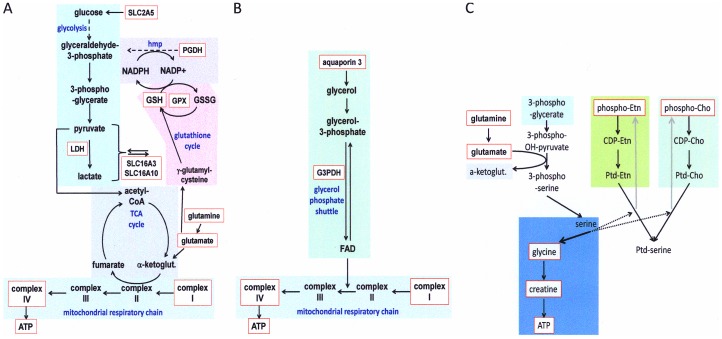
Metabolic pathways affected by osteopontin-c. A) The schema depicts the connections among the biochemical pathways for glutathione cycle, hexose monophosphate shunt (hmp), glycolysis, tricarboxylic acid cycle (TCA cycle), and the respiratory chain. Enzymes (PGDH, GPX4, LDH), transporters (SLC gene products), metabolites (glutamine, glutamate) and complexes (I and IV of the respiratory chain) upregulated by osteopontin-c are consistent with a metabolic shift toward increased mitochondrial respiratory chain activity. The genes and complexes upregulated by osteopontin-c are highlighted in red boxes. Evidence comes from this study, [5], and searches in Oncomine. ketoglut  =  ketoglutarate. **B**) The pathway shows the mode of glycerol utilization via the glycerol phosphate shuttle, which is supported by the biological effects of exogenous glycerol, and the upregulation of an enzyme (G3PDH) and a transporter (aquaporin). Like pathway A), the glycerol phosphate shuttle activates the mitochondrial respiratory chain. **C**) The upregulation of creatine is required for ATP regulation. Creatine is produced from serine via glycine. The depletion of available serine in this process blocks the ethanolamine (Etn) and choline (Cho) pathways (dashed arrows), thus leading to a build-up of phosphoethanolamine and phosphocholine (grey arrows). Metabolites upregulated according to NMR analysis are highlighted in red boxes. Ptd  =  phosphatidyl.

The recent resurgence of interest in cancer cell metabolism, driven in part by innovative technical capabilities, such as mass spectrometry and nuclear magnetic resonance, has provided some insights into hitherto enigmatic aspects of carcinogenesis. Much emphasis has been placed on understanding the Warburg effect, and various explanations have been put forward for its molecular causes [31], [32]. By contrast, teleological explanations for why and how the metabolic changes in cancer cells may benefit their proliferation and dissemination have been limited and largely dissatisfactory. Two visible theories suggest that mitochondrial hyperpolarization leads to anti-apoptosis because low H_2_O_2_ and high NF-AT suppress Kv channels [33] or that anabolic requirements are met if glutamine metabolism generates NADPH, which restores oxaloacetate for the TCA cycle and supports protein and nucleotide synthesis [34]. Both explanations imply metabolic contributions to early stages of transformation. Osteopontin-c acts at later stages, promoting tumor progression. It supports anchorage-independence (a prerequisite for dissemination) and induces metabolic changes that lead to energy generation, manifested in elevated ATP levels. Our results show that an upregulation of the energy metabolism is important in tumor progression and provides a metabolic explanation for the anchorage independent expansion of transformed, but not untransformed cells (the latter do not produce osteopontin-c).

The role of reactive oxygen species in tumorigenesis has not been completely clear. In fact, they may negatively or positively impact transformation. Reactive metabolites of oxygen can have a protective effect on the host through their ability to kill transformed cells. In fact, this is the mechanism of action of various anti-cancer drugs. The cellular abundance of superoxides and lipid peroxides is increased during apoptosis, regardless of the type of triggering stimulus [35], [36], and elevated levels of hydroxyl radical (OH) typically induce programmed cell death [37]. Furthermore, oxidative damage increases in all tissues with aging and may lead to cellular senescence. The senescence-associated loss of functional capacity is due to molecular defects induced by accumulated reactive oxygen intermediates, which escape elimination from the cell by protective enzyme systems, such as catalase [38], [39]. The rate of telomere shortening may be affected (in addition to the history of population doublings) by single strand breaks derived from oxidative stress [40]. Hyperoxia shortens the replicative life span, while low oxygen tension gives rise to an extension of the replicative life span [41], [42]. On the other hand, reactive oxygen species have been considered to pose a risk for cancer due to their oxidative modifications of DNA, which may activate proto-oncogenes or inactivate tumor suppressor genes, in either case resulting in excessive cell cycle progression. Also, oxidative DNA damage leading to a loss of function of DNA repair genes gives rise to genomic and genetic instability, thus facilitating the alteration of genes associated with transformation. Finally, the dissemination of tumor cells is an integral characteristic of advanced stages of transformation. Elevated levels of hydrogen peroxide mediate metabolic changes that allow adhesion-independent survival and consecutive metastatic spread [25], [26]. The metastasis gene osteopontin-c acts as an autocrine inducer.

The distinct impacts by osteopontin-c and the full-length form osteopontin-a on anchorage independence could reflect quantitative differences in signaling induced by the two forms of osteopontin due to different affinities to the same receptors. Alternatively, it could reflect a loss of function by osteopontin-c due to the absence of exon 4, a gain of function of osteopontin-c due to the generation of a unique domain at the splice junction, or both. Exon 4, which is lost in osteopontin-c, contains the transglutamination site and may be responsible for the calcium-dependent aggregation of osteopontin-a, but not osteopontin-c. This implies that osteopontin-c remains soluble, even under conditions in which osteopontin-a is cross-linked. A gain of function, conveyed through the sequence around the osteopontin-c splice site, is implied by the mutant M3 (see Table 3), which has the peri-junctional amino acids changed to alanines [44] and has lost almost all the metabolic effects of osteopontin-c. Further research will address the receptor interactions of osteopontin-c and osteopontin-a upstream of the distinct intracellular signaling pathways engaged by these forms.

While MCF-7 cells and ZR-75 cells are both ER-positive, we have previously shown that the expression of OPN-c is independent of the histologic type of breast cancer [4] and therefore have reason to believe that the observation described is common to all subtypes of breast cancer. This is also consistent with our meta-analysis that found (total) osteopontin expression to be independent of breast cancer subtypes, as classified by receptor status [45].

## Supporting Information

Supplement S1

Supplement S2

Supplement S3

Supplement S4

# Supplementary material for: Energy Metabolism during Anchorage-Independence. Induction by Osteopontin-c
**Source:** PLoS One. 2014 Aug 26;9(8):e105675. doi: 10.1371/journal.pone.0105675
**Supplement:** Supplement S1

**Supplement S1**

Reactive oxygen intermediates support anchorage-independent expansion. The presence of hydrogen peroxide induced soft agar clone formation, whereas the peroxide scavengers glutathione and N-acetyl L-cysteine decreased it. None of these agents affected the proliferation of MCF-7 cells in culture dishes, indicating that their effects were exerted selectively on anchorage independent expansion and that inhibition was not a sign of toxicity. Peroxides may generate hydroxyl radicals. Therefore we also tested the effect of the hydroxyl radical scavenger mannitol on soft agar clone formation. This agent dose-dependently inhibited soft agar clone formation, while having no effect on proliferation (Figure S1A). To confirm the results obtained with chemical modifiers, we stably transfected MCF-7 cells with an expression construct for catalase targeted to the mitochondria or with a control vector. Consistently, the catalase over-expressing MCF-7 cells formed smaller clones in soft agar than the controls (Figure S1B). Together, these results pointed to a supportive role for peroxide signaling in anchorage independence.

We then assessed the genetic basis for the redox regulation of anchorage-independent growth. RNA was extracted from MCF-7 cells that had been grown in the presence or absence of hydrogen peroxide for 7 days in soft agar, and microarray hybridization was performed. According to gene ontology analysis, the expression of genes involved in metabolism, DNA regulation, and subcellular localization and transport was significantly increased by hydrogen peroxide (Table S1).

**Figure S1: The effects of redox modulators on soft agar clone formation. A)** MCF-7 cells were plated in soft agar. Every other day, starting on day 0 after the agar had solidified, medium was replenished containing the indicated redox modulators to reach the final concentrations specified. Pictures were taken on day 7 and the clone areas were measured using the software Metamorph. The data points indicate mean + std. For assaying proliferation (right panel), 2000 cells were plated per well of a 24-well plate in the presence or absence of the indicated redox modulators at concentrations at least as high as the highest dose used in soft agar to assure that any potential toxicity would not be missed (H_2_O_2_ = 25 μM, NAC = 4 mM, GSH = 4 mM, mannitol = 125 μM). Medium and redox modulator were exchanged every other day. The cell numbers were measured daily in quadruplicates using a Coulter Counter. **B)** Effect of mt-Catalase on soft agar clone formation by MCF-7 cells. MCF-7 cells were stably transfected with a catalase construct that is targeted to the mitochondria (mt-Catalase) or with a control vector. The cells were subjected to growth in soft agar, and the clone sizes were measured.

**Table S1: Microarray analysis of cells grown in soft agar in the presence or absence of hydrogen peroxide.** **A)** Gene ontology analysis of the peroxide effect with DAVID (the Database for Annotation, Visualization and Integrated Discovery). fdr = false discovery rate **B)** Significantly induced genes for metabolism. **C)** Significantly induced genes for DNA regulation. **D)** Significantly induced genes for subcellular localization and transport. **E)** Significantly induced genes without specific functional assignment.

Table S1A

gene ontology analysis

Table S1B

top changes metabolism

Table S1C

top changes DNA regulation

Table S1D

top changes subcellular transport

Table S1E

top changes unclassified

# Supplementary material for: Energy Metabolism during Anchorage-Independence. Induction by Osteopontin-c
**Source:** PLoS One. 2014 Aug 26;9(8):e105675. doi: 10.1371/journal.pone.0105675
**Supplement:** Supplement S2

**Supplement S2**

**Figure S2: Real-time RT-PCR confirmation of the microarray analysis.** For select genes, identified in the microarray analysis as having altered expression induced by osteopontin-c or hydrogen peroxide (left panel), the amounts of RNA message were determined by real-time RT-PCR (right panel). V = MCF-7 vector cells, A = MCF-7 OPNa cells, C = MCF-7 OPNc cells, AC = MCF-7 OPNa+OPNc cells, UT = untreated MCF-7 cells, H_2_O_2_ = MCF-7 cells treated with hydrogen peroxide. Whereas GNB2 and PGD are expressed at very low levels in adherent cells and display substantial induction in soft agar, SWI/SNF and TH1L also have substantial expression levels in cells plated on plastic. A repeat experiment gave similar results.

Figure S2

# Supplementary material for: Energy Metabolism during Anchorage-Independence. Induction by Osteopontin-c
**Source:** PLoS One. 2014 Aug 26;9(8):e105675. doi: 10.1371/journal.pone.0105675
**Supplement:** Supplement S3

**Supplement S3**

**Figure S3: RNASeq of deadherent MCF-7 transfectants.** MCF-7 cells transfected with vector, osteopontin-a, or osteopontin-c were cultured and plated in poly-HEMA coated 6-well dishes at 4x10^5^ cells for two days. RNA was extracted and processed for RNASeq. **A)** Heat map for the comparison of MCF-7 vector versus MCF-7 OPNa versus MCF-7 OPNc. The individual columns represent 3 replicates for each transfectant **B)** Volcano plots for pairwise comparisons among the transfectants. A_V = osteopontin-a versus vector, C_A = osteopontin-c versus osteopontin-a, C_V = osteopontin-c versus vector.

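The 3 transfectants formed separate groups of libraries, and genes such as PCDH7, ANK2 and SCN2A set MCF-7 OPNc apart from MCF-7 OPNa. PCDH7, a protocadherin, was at 5.78 and 7.33 CPM in MCF-7 OPNc replicates 1 and 2, and at 81.2 and 79.7 CPM in MCF-7 OPNa replicates 1 and 2. ANK2, an ankyrin that anchors membrane proteins to the cytoskeleton, was at 0.189 and 0.351 CPM in the same MCF-7 OPNc libraries, and at 16.1 and 16.7 CPM in the MCF-7 OPNa libraries. SCN2A, a sodium channel subunit, went the other way, with 10.9 and 11.4 CPM in MCF-7 OPNc and 0.702 and 0.681 CPM in MCF-7 OPNa. In replicate 3 of each transfectant these genes lay between the groups: PCDH7 was at 29.8 CPM in MCF-7 OPNc and 55.7 CPM in MCF-7 OPNa, ANK2 at 5.72 and 12.5 CPM, and SCN2A at 7.65 and 4.01 CPM. Over 81 genes at least 2-fold higher in MCF-7 OPNc replicates 1 and 2 than in MCF-7 OPNa replicates 1 and 2, the third MCF-7 OPNa library stood a median share of 0.298 of the way towards MCF-7 OPNc, and the third MCF-7 OPNc library 0.313 of the way towards MCF-7 OPNa. Over 107 genes at least 2-fold higher in MCF-7 OPNa, the shares were 0.329 and 0.325. HBB did not lie between the groups, at 0.808 CPM in the third MCF-7 OPNa library and 148 CPM in the third MCF-7 OPNc library. In a principal component analysis of 11812 genes, the first component held 55.9% of the variance and parted MCF-7 vector from both osteopontin transfectants, and the second held 32.5% and parted MCF-7 OPNa from MCF-7 OPNc. Along the second component the third libraries were at -8.92 in MCF-7 OPNa and 6.45 in MCF-7 OPNc, against -18.3 and -17.3 for the other MCF-7 OPNa libraries and 16.2 and 15.6 for the other MCF-7 OPNc libraries. For MCF-7 OPNc against MCF-7 OPNa, edgeR's adjusted p was 0.017 for PCDH7, 0.023 for ANK2 and 0.019 for SCN2A. Without MCF-7 OPNa replicate 1 it was 0.0573, 0.0728 and 0.0512 for the 3 genes, without MCF-7 OPNc replicate 1 it was 0.0527, 0.0616 and 0.0642, without MCF-7 OPNc replicate 2 it was 0.0625, 0.0708 and 0.0681, and without MCF-7 OPNa replicate 2 it was 0.0637 for ANK2. With the replicate number as a block it was 0.0582, 0.0771 and 0.0546 for the 3 genes, and with only the 2 groups compared in the fit it was 0.0614 for ANK2 and 0.0572 for SCN2A. The replicate numbers are those of the sample labels, and the biological coefficient of variation over all genes was 0.0426.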

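Each pairwise comparison held many changed genes, most of them changed by small amounts, and both osteopontin transfectants were far from vector. MCF-7 OPNc had 3240 genes higher and 3220 lower than vector at an adjusted p under 0.05 from edgeR's quasi-likelihood test, with a median absolute log2 fold change of 0.30. MCF-7 OPNa had 2955 genes higher and 3147 lower than vector, and MCF-7 OPNc had 2505 higher and 2383 lower than MCF-7 OPNa. An absolute log2 fold change above 1 was reached by 646, 599 and 423 of these genes. Besides SPP1 and the hemoglobin genes, the neutrophil defensin genes DEFA1 and DEFA1B rose in MCF-7 OPNc from 0.117 CPM in vector to 6.95 ± 1.48 CPM (SD, n = 3), a log2 fold change of 5.84 (standard error 0.38, adjusted p = 8.7e-08), and the leukocyte genes PTPRC and LAPTM5 rose beside them. S100A8 and S100A9, which form the inflammatory protein calprotectin, rose against vector by log2 fold changes of 4.96 and 4.95 in MCF-7 OPNc and of 4.65 and 4.96 in MCF-7 OPNa. CFB, complement factor B, rose from 0.825 ± 0.089 CPM in vector to 19.3 ± 1.63 CPM in MCF-7 OPNc and 27.4 ± 0.0618 CPM in MCF-7 OPNa (SD, n = 3 each). C3, the central complement protein, rose by log2 fold changes of 2.71 in MCF-7 OPNc and 3.74 in MCF-7 OPNa, the epithelial transcription factor EHF by 2.94 and 4.26, IGFBP5, which binds insulin-like growth factors, by 1.91 and 3.04, and TNFAIP3, an inhibitor of NF-kB signalling, from 0.69 CPM in vector to 2.43 CPM in MCF-7 OPNc and 5.25 CPM in MCF-7 OPNa. LCN2, the iron-binding protein lipocalin 2, rose by 2.75 in MCF-7 OPNc and 2.95 in MCF-7 OPNa, and COL3A1, a fibrillar collagen, by 2.47 and 2.89. GABRG2, a GABA receptor subunit, had the largest rise in MCF-7 OPNa after SPP1 among the genes above 5 CPM, with a log2 fold change of 5.63 (standard error 1.05, adjusted p = 0.0061), and of 6.64 without vector replicate 2. Among genes that fell, DMD, which encodes dystrophin, went from 50.8 ± 1.54 CPM in vector to 1.40 ± 0.428 CPM in MCF-7 OPNc and 1.79 ± 0.158 CPM in MCF-7 OPNa (SD, n = 3 each). SGCE, which encodes epsilon-sarcoglycan, went from 8.41 CPM in vector to 0.0451 CPM in MCF-7 OPNc and 0.257 CPM in MCF-7 OPNa. PEG10, an imprinted retrotransposon-derived gene, fell against vector by 4.07 on the log2 scale in MCF-7 OPNc and 3.69 in MCF-7 OPNa, and ARHGAP30, a Rho GTPase-activating protein, fell by 4.46 and 4.65. PKHD1, which encodes fibrocystin, went from 12.4 CPM in vector to 0.417 CPM in MCF-7 OPNc and 0.486 CPM in MCF-7 OPNa, TNIK, a kinase of Wnt signalling, fell by 3.62 and 4.57 on the log2 scale, and the RNA export genes NXF2 and NXF2B fell by 4.73 and 4.15. In MCF-7 OPNc and MCF-7 OPNa, the ephrin receptor EPHA3 fell by 3.76 and 3.09 on the log2 scale, GSDMD, the pore-forming protein gasdermin D, by 2.98 and 4.28, and the potassium channel gene KCNH7 by 4.78 (-6.98 without MCF-7 OPNc replicate 3) and 2.16. Apart from hemoglobin and leukocyte genes, SLC4A10, a bicarbonate transporter, and GPNMB, a transmembrane glycoprotein, were higher in MCF-7 OPNc than in MCF-7 OPNa by log2 fold changes of 2.02 and 1.95 (2.79 and 2.59 without MCF-7 OPNa replicate 3). TNFRSF19, a TNF receptor family member, GASK1B, a Golgi-associated protein, and RGS11, a regulator of G protein signalling, were lower by log2 fold changes of -2.35, -2.22 and -1.49, where TNFRSF19 and GASK1B were at -3.09 and -3.08 without MCF-7 OPNc replicate 3. The groups of 3 libraries did not overlap for 49.8% of the genes tested between MCF-7 OPNc and vector, 48.0% between MCF-7 OPNa and vector and 47.0% between MCF-7 OPNc and MCF-7 OPNa, where chance gives 10%. Without MCF-7 OPNc replicate 1, 3225 genes in all differed between MCF-7 OPNc and MCF-7 OPNa.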

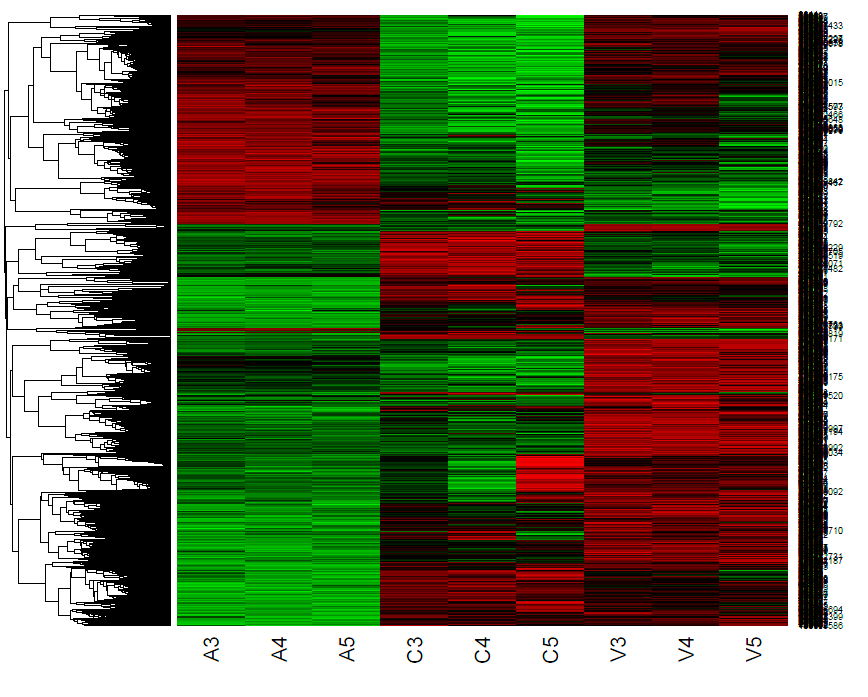

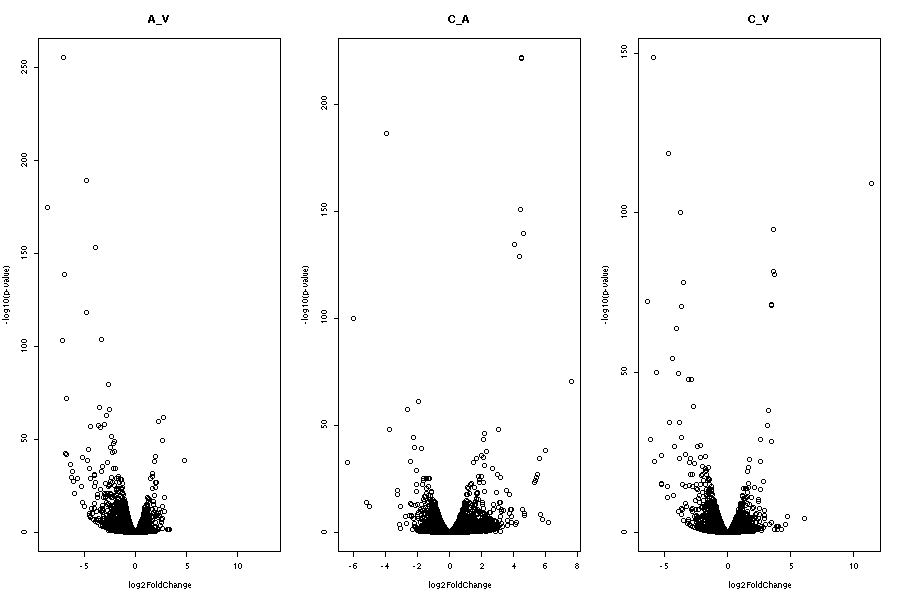

**B**

**A**

# Supplementary material for: Energy Metabolism during Anchorage-Independence. Induction by Osteopontin-c
**Source:** PLoS One. 2014 Aug 26;9(8):e105675. doi: 10.1371/journal.pone.0105675
**Supplement:** Supplement S4

**Supplement S4**

According to co-expression analysis in Oncomine [41], osteopontin is upregulated together with genes of the lactate and pyruvate metabolism, as well as genes for lactate/pyruvate and glucose transporters in various cancers (Table S4).

**Table S4: Osteopontin-induced metabolic changes in cancer cells.** Gene co-expression with osteopontin according to Oncomine. Co-expression analysis was performed in Oncomine for genes that are regulated in conjunction with osteopontin (SPP1). The intensity of the yellow background reflects the strength of the correlation.

Table S4

How the deposited data were processed for this re-analysis (not part of the article)

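RNA was sequenced from MCF-7 cells stably transfected with vector, osteopontin-a or osteopontin-c after 2 days on poly-HEMA, with 3 libraries per transfectant. The authors deposited 1 table of whole-number read counts per gene for the 9 libraries, with no normalization applied. The submitters' processing notes list bcl2fastq, CASAVA 1.8, TopHat and DESeq and name the human build hg19 and the mouse build mm10, without saying what each was used for. The paper states alignment with the standard Illumina pipeline, and the program, annotation and strand setting used for counting are not given in the sources used here. Transcripts were amplified before sequencing and carried no molecular identifiers, so counts are not independent molecules, and the floors given for genes without a count cover counting error only.

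Genes are identified in the table by numeric gene IDs, of which 23502 of 23668 were matched to a symbol by a RefSeq gene table of assembly GRCh38.p14, which also gave the order of genes on chromosomes, and the 166 unmatched IDs held 0.646% of all counts. No count was recorded in any library for 2924 genes. Total counts ranged from 21112227 to 36220728 per library, with a median of 31114734, and were lowest in the MCF-7 OPNc libraries. A floor of 3 counts over the 3 libraries of a group equals 0.0293 CPM in MCF-7 vector, 0.0297 CPM in MCF-7 OPNa and 0.0458 CPM in MCF-7 OPNc. No pair of replicates held identical counts, and a chi-square statistic per degree of freedom over genes was 1.31 for MCF-7 OPNc replicates 1 and 2 and 14.7 for MCF-7 vector replicates 1 and 2, the lowest and highest of the 9 pairs. Each library was counted as 1 replicate. These values do not show that the libraries came from separate cultures, since repeated libraries of the same RNA also differ in their counts.

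From the deposited counts, edgeR 4.0.16 with limma 3.58.1 in R 4.3.3 fitted all 9 libraries in one quasi-likelihood model with robust estimation, with TMM scaling and edgeR's expression filter by group, which kept 16028 genes. The 3 comparisons were MCF-7 OPNc against vector, MCF-7 OPNa against vector, and MCF-7 OPNc against MCF-7 OPNa, and genes passed at a Benjamini-Hochberg adjusted p under 0.05. The standard error of a log2 fold change is its size divided by the square root of the test's F statistic. CPM values are TMM-scaled counts in a library of 1e+06 computed from the deposited counts, given as mean and SD over 3 libraries. Before the data were examined, 42 gene lists were fixed, covering redox genes, energy metabolism, other pathways, genes read as signs of RNA quality, markers of other cell types and genes the study names. Lists with at least 5 tested members, 37 in number, were tested with edgeR's camera test at a preset correlation of 0.01 between genes, with adjustment over the lists of a comparison. Beside it stand the numbers of members past the test of all genes and those adjusted over the list alone. No gene ontology table was used here, so the categories of Table 1 are represented by these lists. The members of those categories were not looked up, and hemoglobin genes have a list of their own. The genes named in the text follow a rule fixed before the data were examined: SPP1, the genes the study names, up to 10 higher and 10 lower genes per comparison with the largest change among those past the test, at 5 CPM or more in the higher group and with no overlap between replicates, up to 2 higher and 2 lower members of each list with the smallest adjusted p, and the hemoglobin list. Not every gene that the rule allows is named.

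The steps were tested on simulated counts drawn from the libraries' own means. For MCF-7 OPNc against vector, edgeR recovered 44% of genes changed by 0.25 on the log2 scale, 84% at 0.5, 98% at 1 and 100% at 2, and 5% of its calls fell on unchanged genes. The changed genes were few, all at a mean of 1 CPM or more, in a single draw. Far more genes were called in the data, so these rates need not hold there. The alternatives were DESeq2 1.42.0, other scaling factors, other filters on low counts, fits of only the groups compared, the replicate number as a block, a minimum log2 fold change of 1, library sizes without the 20 most abundant genes, each library left out in turn, and for the lists an estimated correlation and the removal of the member with the largest change. A fit without replicate 3 of MCF-7 OPNa and of MCF-7 OPNc was chosen after seeing the data. Tables were made with Python 3.11.15, pandas 2.3.3 and NumPy 2.4.6, and plots with Matplotlib 3.10.9. Microarray, PCR, metabolite and tumor data of the study were not analysed here.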

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

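The tests of blood cell RNA, of mixing, of finished libraries and of a shared batch were chosen only after the results were seen.

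The hemoglobin genes were higher in MCF-7 OPNc than in MCF-7 OPNa as a list (camera adjusted p = 1.6e-24, and adjusted p = 0.0206 with an estimated correlation; 6 of 9 genes), a difference between the lines that need not come from the splice variant. The lower depth of the MCF-7 OPNc libraries is argued against, since thinning all libraries to the smallest total left the log2 fold change of HBB at 8.23 (standard error 0.23), beside 8.18 at full depth (standard error 0.25; 8.96 without MCF-7 OPNa replicate 3). RNA of blood cells is a candidate explanation: of 15 leukocyte markers under 1 CPM on average in the other libraries, 10 (66.7%, where chance gives 1.19%) were higher in all 3 MCF-7 OPNc libraries than in all 6 others. So were 4 of 11 erythroid markers (36.4%, with the same chance share), against 1 of 9 fibroblast, 0 of 5 endothelial and 0 of 9 hepatocyte markers. That chance share takes the 9 libraries as exchangeable, while MCF-7 OPNc and vector did not overlap for 49.8% of all genes tested. The share among all genes this low in the other libraries is not given here, so 1.19% may be too low a reference. The most abundant of the markers so raised were LAPTM5 at 2.94 CPM (0.885 CPM in MCF-7 OPNa and 0.356 CPM in vector, so that it rose without hemoglobin genes as well), PTPRC at 2.22 CPM, the fibroblast marker S100A4 at 1.19 CPM and ALAS2, of heme synthesis in red cell precursors, at 1.05 CPM, and 42 genes were under 0.05 CPM elsewhere and over 0.3 CPM in MCF-7 OPNc, against 9 for MCF-7 vector and 2 for MCF-7 OPNa. An effect of osteopontin-c on these genes stays open and was not tested. The pattern is in all 3 MCF-7 OPNc libraries, which blood cell RNA and an effect of the variant both allow, so it cannot tell them apart.

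The libraries MCF-7 OPNa replicate 3 and MCF-7 OPNc replicate 3 lay between the other libraries of the groups, for genes that differ at least 2-fold. A mixture of finished libraries or reads is argued against, since HBB stood at a share of 0.00452 of the way to MCF-7 OPNc in MCF-7 OPNa replicate 3, or 0.808 CPM where the median share of other genes would give 38.1 CPM. The values are consistent with cells or RNA of both transfectants having been mixed before the libraries were made, since the lowest of the 4 median shares was 0.298, where an unmixed library would lie near 0. HBB not following the other genes leaves this open only if the hemoglobin RNA was not part of what was mixed. A batch shared by the libraries numbered 3 stays open: their deviations from the group means correlated across genes at -0.50, a sign that lying towards each other already fixes, and no biological explanation was tested.

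Many genes differed between the transfectants by small amounts, and neighbours on a chromosome moved together: between MCF-7 OPNc and vector, the log2 fold change of a gene correlated at 0.272 with the mean of genes 11 to 30 places away. Shuffled gene order gave at most 0.0247 in the central range of 1000 shuffles, but replicates gave 0.0768 to 0.141 in MCF-7 vector, 0.0118, 0.175 and 0.193 in MCF-7 OPNc, and 0.22 (replicates 1 and 2) to 0.267 (replicates 2 and 3) in MCF-7 OPNa, outside this comparison, so segments of different copy number and differences between cultures, which reached nearly this value in MCF-7 OPNa, cannot be told apart by it. Median log2 fold changes against vector were -0.24 in MCF-7 OPNc (27.8% of 475 genes above 0) and -0.33 in MCF-7 OPNa (6.53%) on chromosome 9, and in MCF-7 OPNc -0.18 on chromosome 16 (16.2% of 579 genes above 0) and 0.11 on chromosome 7, where the largest absolute median between replicates was 0.0529; these go with differences in copy number but were not set as a test, and effects of the osteopontin variants stay open. With 10 splits of 6 libraries, the smallest share chance can give is not under 0.05: fits of only the groups compared gave 6121, 5661 and 5548 changed genes, 1 split of 10 each, and the highest other split gave 0 in each comparison.

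Genes outside those the paper discusses changed as lists as well, among them the histone, ribosomal protein and immediate early lists, which were fixed as signs of RNA quality. Inflammatory signalling genes were higher in both transfectants, 9 of 11 tested in each and 0 lower (9 and 0 when adjusted over the list alone), at camera adjusted p = 2.0e-12 in MCF-7 OPNc and 9.3e-23 in MCF-7 OPNa (adjusted p = 0.101 and 0.0604 with an estimated correlation). Replication-dependent histone genes were lower, 16 of 22 in MCF-7 OPNc (16 when adjusted over the list alone, camera adjusted p = 9.4e-06, and 0.101 with an estimated correlation) and 12 of 22 in MCF-7 OPNa (13 when adjusted over the list alone, camera adjusted p = 4.3e-04, and 0.219 with an estimated correlation), with H2BC21 at a log2 fold change of -0.53 in each. Cholesterol synthesis genes were lower in MCF-7 OPNc, 19 of 22 (20 when adjusted over the list alone, camera adjusted p = 1.2e-05, and 0.525 with an estimated correlation), with FDFT1, which makes squalene, at -0.43. Leukocyte genes were higher in MCF-7 OPNc, 5 of 9 with 1 lower (5 and 1 when adjusted over the list alone, camera adjusted p = 3.1e-04, and 0.251 with an estimated correlation; 0 lower without MCF-7 OPNc replicate 1 or 2). Estrogen-induced genes went both ways in MCF-7 OPNc, 9 of 24 higher and 5 lower (10 and 5 when adjusted over the list alone, camera adjusted p = 0.0228, and 0.251 with an estimated correlation; 0.07 without vector replicate 2), with GREB1 at 0.67 and TFF1 at -0.35. They moved in MCF-7 OPNa too, 14 higher and 7 lower than in vector (camera adjusted p = 0.122). The list did not pass between MCF-7 OPNc and MCF-7 OPNa (camera adjusted p = 0.714). Genes of the unfolded protein response were higher in MCF-7 OPNc, 9 of 20 with 2 lower (9 and 2 when adjusted over the list alone, camera adjusted p = 0.0231, and 0.703 with an estimated correlation; 0.0873 without vector replicate 2 and 0.0617 without MCF-7 OPNc replicate 3; 1 lower without vector replicate 3 or MCF-7 OPNc replicate 1 or 2), with DNAJB9 at 0.55 and XBP1, also on the estrogen list, at 0.65. Of these 20 genes, 9 were higher and 3 lower in MCF-7 OPNa than in vector (camera adjusted p = 0.158). This list did not pass between MCF-7 OPNc and MCF-7 OPNa (camera adjusted p = 0.653). Ribosomal protein genes were lower in MCF-7 OPNc, 15 of 56 with 2 higher (14 and 2 when adjusted over the list alone, camera adjusted p = 0.0223, and 0.943 with an estimated correlation; 0.196 without vector replicate 1, with 6 higher and 13 lower, and 0.0532 without MCF-7 OPNc replicate 2; 26 lower without vector replicate 2). Immediate early genes were lower in MCF-7 OPNc, 8 of 14 with 1 higher (8 and 1 when adjusted over the list alone, camera adjusted p = 0.0228, and 0.77 with an estimated correlation; 0.0717 without vector replicate 1 and 0.227 without the member with the largest change; 5 lower without MCF-7 OPNc replicate 2), with EGR1 at -1.43.

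Between MCF-7 OPNc and MCF-7 OPNa, 2 stable lines that also differ in the amount of SPP1, 5 more lists differed. Proliferation genes were higher in MCF-7 OPNc, 18 of 32 with 1 lower (19 and 1 when adjusted over the list alone, camera adjusted p = 3.1e-06, and 0.605 with an estimated correlation), with PCNA, the sliding clamp of DNA replication, at a log2 fold change of 0.45. Cholesterol synthesis genes were lower, 17 of 22 with 0 higher (18 lower and 1 higher when adjusted over the list alone, camera adjusted p = 7.3e-07, and 0.605 with an estimated correlation), with MVD at -0.51. Inflammatory signalling genes were lower, 5 of 11 (7 when adjusted over the list alone, camera adjusted p = 0.00437, and 0.68 with an estimated correlation), with RELB at -0.72 and ICAM1 at -0.58. Immediate early genes were lower, 6 of 14 (7 when adjusted over the list alone, camera adjusted p = 0.0115, 0.905 with an estimated correlation and 0.0742 without the member with the largest change; 1 higher without MCF-7 OPNa replicate 3). Leukocyte genes were higher, 6 of 9 with 1 lower (7 and 1 when adjusted over the list alone, camera adjusted p = 6.3e-06, and 0.27 with an estimated correlation).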

How the results depend on the processing

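Of 57 counts of changed genes under the alternatives, 53 were within 1.5 times the count first given. With a log2 fold change above 1 the counts were 646, 599 and 423, since this alternative adds a size threshold. Leaving out each library in turn gave 5161 to 6572 changed genes for MCF-7 OPNc against vector, 4858 to 6176 for MCF-7 OPNa against vector and 3225 (without MCF-7 OPNc replicate 1) to 5521 for MCF-7 OPNc against MCF-7 OPNa, where a group of 2 leaves fewer samples. DESeq2 gave 5375, 5021 and 3907, and no gene called by edgeR was called with the opposite sign in any alternative. Without replicate 3 of both MCF-7 OPNa and MCF-7 OPNc, an alternative chosen after seeing the data, the counts were 6128, 5767 and 4689. The replicate numbers share no stated culture or day, 1 of 9 same-number pairs correlated above 0.1, and 2 of 9 libraries correlated best with their own number; with the replicate block the counts were 6025, 5618 and 4381, and the calls of the 40 list results were the same.

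Of 635 values of these 40 list results under the alternatives, 586 kept their direction and side of the threshold, 28 were no longer past it, 3 came past it and 18 turned direction, none of these 18 past the threshold. With an estimated correlation, the adjusted p for MCF-7 OPNc against vector was 0.101 for hemoglobins, inflammatory signalling and histones, 0.251 for estrogen-induced genes and leukocytes, 0.525 for cholesterol synthesis, 0.703 for the unfolded protein response, 0.77 for thioredoxin and immediate early genes, and 0.943 for ribosomal proteins. It was 0.0604 for inflammatory signalling and 0.219 for histones in MCF-7 OPNa against vector, and 0.605 for proliferation and cholesterol synthesis, 0.68 for inflammatory signalling, 0.905 for immediate early genes and 0.27 for leukocytes in MCF-7 OPNc against MCF-7 OPNa. Without the member with the largest change, immediate early genes had 0.227 against vector and 0.0742 against MCF-7 OPNa, and the direction turned for glutathione (0.881), complex I (0.913) and the tricarboxylic acid cycle (0.881) in MCF-7 OPNc, NADPH oxidases in MCF-7 OPNa (0.808) and the named oxidoreductases between MCF-7 OPNc and MCF-7 OPNa (0.758). Complex I also turned with upper-quartile factors (0.968) and at 5 CPM (0.999), where estrogen-induced genes had 0.0704. Without both replicates 3, the nitric oxide list and the tricarboxylic acid cycle turned direction (0.972 each), the unfolded protein response had 0.132 and thioredoxin between MCF-7 OPNc and MCF-7 OPNa 1.0e-04.

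Over the single libraries left out, the adjusted p ranged for MCF-7 OPNc against vector from 4.2e-04 to 0.0717 for thioredoxin, 0.0146 to 0.0700 for estrogen-induced genes, 0.016 to 0.0873 for the unfolded protein response, 2.1e-05 to 0.196 for ribosomal proteins, 0.00397 to 0.0717 for immediate early genes, 0.707 to 0.968 for nitric oxide, 0.663 to 0.979 for complex I and 0.718 to 0.979 for the tricarboxylic acid cycle. Of the 102 genes of the 5 redox lists, 22 to 28 were higher and 24 to 39 lower against vector, and 23 and 36 without both replicates 3. The adjusted p ranged from 0.548 to 0.993 for hemoglobins in MCF-7 OPNa against vector, and between MCF-7 OPNc and MCF-7 OPNa from 0.0381 to 0.161 for NADPH oxidases, 0.00176 to 0.157 for thioredoxin and 0.823 to 0.99 for the named oxidoreductases. Of 2856 values of single genes, 2789 kept direction and side, 53 were no longer past the threshold, 9 came past it and 5 turned sign. Those that turned, in MCF-7 OPNc against vector, had log2 fold changes of -0.12 to 0.00123 (MB), -0.22 to 0.091 (LDHA) and -0.52 to 0.37 (HBQ1) over the single libraries left out, and HBQ1 had 0.22 without both; none was past the test. Apart from the named constructions, the cause of these changes was not tested. Depth limits genes near the floor of 3 counts, where MCF-7 OPNc has the fewest counts.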

Differences from the paper's values

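The paper states a minimum of 90 M reads (M for 1e+06), for libraries sequenced in pooled pairs, and the deposited counts in genes had a median of 31.1 M per library. These are different measures, since reads outside genes are not counted, and no alternative applies to them.

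The largest log2 fold change between MCF-7 OPNc and vector is the paper's about 11 in Fig. S3B, read by eye, and 8.98 here, for HBB. The largest value of any gene was 8.87 to 9.24 over the 18 alternatives set before the data were examined, that of PTPRC without vector replicate 2 and of HBB in the others, and none came to the paper's value. Between MCF-7 OPNa and vector it is the paper's about 4.9 in Fig. S3B, read by eye, and 9.87 here, for SPP1, with 9.67 to 10.1 over the 18 alternatives, none at the paper's value. Between MCF-7 OPNc and MCF-7 OPNa it is the paper's about 7.6 in Fig. S3B, read by eye, and 9.09 here, for HBD, with 8.62 to 10.8 over the 18 alternatives, for HBB without MCF-7 OPNa replicate 3 and for HBD in the others, none at the paper's value. HBD had so few counts in MCF-7 OPNa that its fitted value depends on the model's prior, and HBB was at 8.18. The heat map of Fig. S3A names its libraries by other replicate numbers than the sample labels.

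The paper states that osteopontin-c raised numerous redox regulators. Of 9 tested hemoglobin and oxygen carrier genes, 6 were higher in MCF-7 OPNc than in vector, which goes the paper's way, and of 102 tested genes of the 5 other redox lists 26 were higher and 35 lower, with a median log2 fold change of -0.03. Table 1 lists peroxide breakdown and nitric oxide synthesis among the raised categories. Of the genes listed here, 6 were higher and 6 lower of 21 for peroxide breakdown, and 5 higher and 4 lower of 17 for nitric oxide synthesis. Hemoglobin genes were kept in a list of their own and are not in these counts. The members of the Table 1 categories were not looked up, so these counts do not test those categories. The paper states that osteopontin-a did not raise redox regulators. Hemoglobin genes went the paper's way, with 0 of 9 higher in MCF-7 OPNa than in vector, and of the 102 other redox genes 23 were higher and 19 lower. Beside these, 18.4% of all genes tested were higher and 19.6% lower in MCF-7 OPNa, so the 102 genes lay near that background.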

Other observations

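Genes of energy metabolism moved both ways in MCF-7 OPNc on poly-HEMA, and no energy list passed as a whole. None of the 26 mitochondrially encoded genes listed was matched to the deposited counts, so the lists of the respiratory chain hold nuclear genes only. Among all genes tested, 20.2% were higher and 20.1% lower than in vector, so changes in single genes are not particular to energy metabolism. Of 38 tested genes of respiratory complex I, 7 were higher and 8 lower than in vector (7 and 8 when adjusted over the list alone), with NDUFA5 at a log2 fold change of 0.61 (standard error 0.06) and NDUFB2 at 0.27. In this list 5 were lower without vector replicate 1, MCF-7 OPNc replicate 1 or MCF-7 OPNc replicate 2 and in DESeq2, and 4 without vector replicate 3. SDHA, the catalytic subunit of complex II, was at 0.39, and DLD, a subunit of mitochondrial dehydrogenase complexes, at 0.54. In the hexose monophosphate shunt, 5 of 11 genes were lower and 1 higher (5 and 1 when adjusted over the list alone), with G6PD, its first enzyme, at 1070 ± 47.1 CPM in vector and 843 ± 35.7 CPM in MCF-7 OPNc (SD, n = 3 each), and TKT, transketolase, at a log2 fold change of -0.37. Of 29 glycolysis and transport genes 2 were higher and 6 lower (2 and 5 when adjusted over the list alone; 7 and 8 without vector replicate 1), and of 25 genes of the tricarboxylic acid cycle 3 were higher and 4 lower (3 and 4 when adjusted over the list alone). SLC16A3, a lactate exporter that was lower in MCF-7 OPNa too, was at -0.48, and LDHA, lactate dehydrogenase A, at -0.11 (adjusted p = 0.60 from edgeR). LDHA had 73442, 51663 and 46657 counts in vector replicates 1, 2 and 3, so its value leans on replicate 1. Without vector replicate 1, LDHA was at 0.09 (adjusted p = 0.0722 from edgeR). LDHB, which was not counted in vector, was at 0.533 CPM in MCF-7 OPNc, at least 18.2-fold above the floor of 3 counts over the vector libraries, and the leukocyte genes PTPRC and LAPTM5 rose in the same libraries, to 2.22 and 2.94 CPM. None of 11 energy lists passed edgeR's camera test in any comparison, where an unadjusted p under 0.05 was reached by 0 lists for MCF-7 OPNc against vector, 1 for MCF-7 OPNa against vector and 1 between MCF-7 OPNc and MCF-7 OPNa.

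The paper reports oxidoreductases raised by osteopontin-c in soft agar, and the same genes were measured here on poly-HEMA. Of the 10 tested, 1 was higher and 5 were lower in MCF-7 OPNc than in vector (1 and 6 when adjusted over the list alone, camera adjusted p = 0.42), 1 was higher and 4 lower in MCF-7 OPNa (1 and 4 when adjusted over the list alone, camera adjusted p = 0.44), and 3 were higher and 4 lower in MCF-7 OPNc than in MCF-7 OPNa (3 and 4 when adjusted over the list alone, camera adjusted p = 0.96). The 5 lower genes include NDUFS4 and NDUFS7 of complex I, whose adjusted p was 0.082 and 0.0828 in DESeq2, 0.0686 and 0.0542 without vector replicate 1, 0.138 and 0.14 without vector replicate 3, and 0.177 and 0.0843 without MCF-7 OPNc replicate 1. For NDUFS4 it was also 0.0517 without MCF-7 OPNa replicate 1, 0.128 without MCF-7 OPNc replicate 2 and 0.0657 with the replicate block, and for NDUFS7 0.0887 without MCF-7 OPNc replicate 3, so that 3 genes were lower in DESeq2 and without vector replicate 1 or 3. Between MCF-7 OPNc and MCF-7 OPNa, 2 were lower without MCF-7 OPNa replicate 1 or 3 or MCF-7 OPNc replicate 1, and 1 without MCF-7 OPNc replicate 2. GPX4, which reduces lipid peroxides, was the gene higher than in vector, at 134 ± 12.9 CPM in vector, 165 ± 5.23 CPM in MCF-7 OPNc and 185 ± 4.73 CPM in MCF-7 OPNa (SD, n = 3 each). Its log2 fold change was 0.31 in MCF-7 OPNc (standard error 0.06, adjusted p = 4.9e-04 from edgeR) and 0.47 in MCF-7 OPNa (standard error 0.06, adjusted p = 7.7e-06). NDUFV1, a complex I subunit, was at -0.21, PGD, of the hexose monophosphate shunt, at -0.15 (adjusted p = 0.006), and GSTZ1 at -0.31 in MCF-7 OPNc. NDUFA9 was at -0.51 in MCF-7 OPNa. The aquaporin AQP3, which passes water and glycerol, was at 35.4 ± 3.72 CPM in vector and 23.4 ± 0.992 CPM in MCF-7 OPNc (SD, n = 3 each), a log2 fold change of -0.60 (adjusted p = 5.7e-06 from edgeR), and AQP11 at 0.63. AQP3 fell in MCF-7 OPNa too, with log2 fold changes of -0.50 to -0.37 as each library was left out in turn. CAT, catalase, was at -0.20 and GPD2, of glycerol use, at -0.17. GPD2 was lower in MCF-7 OPNa as well. Of 10 tested genes that the study names outside the oxidoreductases, 2 were higher in MCF-7 OPNc than in vector, LDHB and SRC, and 3 were lower. SRC, a tyrosine kinase named in the paper's introduction, had log2 fold changes of 0.32 to 0.70 as each library was left out in turn. In 6 of those fits SRC was no longer past edgeR's threshold.

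Of the 37 lists tested, 26 passed the camera test in no comparison, among them those of epithelial identity, mesenchymal genes, osteopontin receptors, hypoxia, interferon response, cell death, endothelial cells, hepatocytes and housekeeping genes. An unadjusted p under 0.05 was reached by 2 of these 26 for MCF-7 OPNc against vector, 3 for MCF-7 OPNa against vector and 2 between MCF-7 OPNc and MCF-7 OPNa. The mesenchymal list had 10 of 21 genes lower and 4 higher in MCF-7 OPNc than in vector (11 and 4 when adjusted over the list alone, camera adjusted p = 0.415), and was lower as a whole without the member with the largest change (adjusted p = 0.0341). The other 5 of the 42 lists had fewer than 5 tested genes and were not tested. Among these 5 was the list of mitochondrially encoded genes, of which 0 of 26 were matched to the deposited counts.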
